# The H3K36me3 methyltransferase SETD2 contributes to PAF1C interactions with RNA Pol II and is required for neuronal differentiation

**DOI:** 10.1038/s44318-026-00768-2

**Published:** 2026-04-10

**Authors:** Christina Ambrosi, Ramon Pfaendler, Kristeli Eleftheriou, Stefan Butz, Davide Recchia, Xue Bao, Richard Cardoso da Silva, Niklas Kupfer, Ilse M Lagerwaard, Hanneke Vlaming, Nina Schmolka, Vivek Bhardwaj, Tuncay Baubec

**Keywords:** Chromatin, H3K36me3, SETD2, Chromatin, Transcription & Genomics, Development

## Abstract

Chromatin modifications are essential for mammalian development, and their aberrant deposition is associated with human disease. While the mechanisms that deposit and remove histone modifications have been largely elucidated, their roles in regulating gene activity during cellular differentiation are yet to be fully understood. Here, we performed a deletion screen to identify stage-specific requirements of chromatin regulators during neuronal differentiation of mouse embryonic stem cells. We show that the H3K36me3 methyltransferase SETD2 is required for the establishment of neuronal gene expression during late stages of differentiation but is dispensable in mature neurons. Notably, this function is independent of its histone methyltransferase activity. Instead, SETD2 promotes interactions between the PAF1 complex and elongating RNA Pol II, suggesting a role in supporting efficient transcription of neuronal genes.

## Synopsis

Chromatin regulators contribute to neuronal differentiation, yet the mechanisms linking histone modifiers to neurogenesis remain unclear. This study identifies a non-catalytic role of H3K36me3 methyltransferase SETD2 in promoting gene expression during early stages of embryonic stem cell (ESC) neuronal differentiation.

- Depletion of SETD2 impairs in vitro differentiation of ESCs towards neuronal cells.
- SETD2 catalytic activity is dispensable for neuronal differentiation.
- SETD2 supports interactions between the PAF1 complex and elongating RNA polymerase II.

## Abstract (web summary)

SETD2 promotes interactions between the PAF1 complex and elongating RNA polymerase II and is required for neuronal gene expression independently of its catalytic activity.

## Introduction

Chromatin modifications play important roles in orchestrating site-specific processes in a genomic context. Mutations in the enzymes that deposit these modifications and aberrant distribution of chromatin marks result in impaired development and are associated with numerous human diseases (Jones et al, 2016; Robertson and Wolffe, 2000). Thus, chemical marks on DNA and histones contribute to the establishment and maintenance of correct gene expression patterns and are essential for cellular identity and function. In the last decades, the genomic distribution of most chromatin marks has been characterized in various cell types and organisms, allowing us to better understand their potential involvement in regulating transcriptional programs (Mikkelsen et al, 2007; Lister et al, 2009).

Within the large panel of chemical modifications of chromatin, methylation marks on the histone H3 tails at lysine residues K9 or K27, and/or methylation of cytosines on the DNA are frequently associated with transcriptional inactivity of gene promoters and repetitive elements (Allis and Jenuwein, 2016; Villaseñor and Baubec, 2021). Besides these repressive modifications, tri-methylation of histone H3 at residue K36 (H3K36me3) is deposited to transcribed gene bodies. This bookmarking of transcribed genes is facilitated by the methyltransferase SETD2 through interactions with the elongating RNA Polymerase II (McDaniel and Strahl, 2017), resulting in the addition of a methyl group to histones modified by the mono- and di-methyltransferase activities of NSD1-3 and ASH1L (Shipman et al, 2024). The role of this bookmarking is not fully understood in mammals and several regulatory functions have been reported, including prevention of spurious transcription initiation from gene bodies (Carrozza et al, 2005), DNA damage response (Kanu et al, 2015), splicing regulation (Kolasinska-Zwierz et al, 2009), and chromatin cross-talk (Brien et al, 2012; Baubec et al, 2015). Loss of H3K36me3, either through mutations in *Setd2* or histone H3 K36M mutations, as observed in clear cell renal cell carcinoma (Dalgliesh et al, 2010; Ho et al, 2016) and chondrosarcoma (Behjati et al, 2013; Fang et al, 2016), respectively, hint to a potential role of this modification in preventing transformation and undifferentiated growth—highlighting its relevance for cellular function.

Interestingly, despite the functional requirement for SETD2 to catalyze the deposition of H3K36me3, ablation of *Setd2* in embryonic stem cells results in limited changes in gene expression and cellular identity, which is in stark contrast to the phenotypes observed in *Setd2*-KO mouse models (Baubec et al, 2015; Zhang et al, 2014; Hu et al, 2010). Similar outcomes were reported for other important chromatin-modifying enzymes, including H3K27me3 or DNA methylation writers, where stem cells could survive in the absence of these marks, while their differentiation was impaired (Jackson et al, 2004; Boyer et al, 2006; Sakaue et al, 2010). This apparent cellular context-dependent role of chromatin modifications remains to be fully elucidated and requires systematic comparisons to test the contribution of individual chromatin modifications towards the establishment and maintenance of cell type-specific gene expression. Furthermore, recent studies highlight a role for histone-modifying enzymes that expands beyond their catalytic activities, where lack of catalytic activity was dispensable, questioning the essentiality of some of the histone modifications (Morgan and Shilatifard, 2023).

In this study, we compare the neuronal differentiation potential of isogenic mESC lines lacking the major chromatin regulators EED, DNMT1, DNMT3A, DNMT3B, and SETD2 to test their requirements for exit from pluripotency, lineage commitment, and terminal differentiation. We identify SETD2 as important for the establishment of neuronal gene expression patterns, but dispensable once these are established. We show that this function does not require the catalytic activity of SETD2, suggesting a non-catalytic role for this protein. By employing ChromID (Villaseñor et al, 2020) to identify the proteins associated with the elongating RNA Pol II in the absence and presence of SETD2, we reveal a reduced association of the PAF1 Complex with the elongating polymerase.

## Results

### Stage-specific requirement for chromatin regulators indicates a role for SETD2 in neuronal differentiation

To compare the contribution of DNA methylation, H3K27me3, and H3K36me3 to gene expression during cellular differentiation, we compiled a set of CRISPR-generated knock-out mouse embryonic stem cell (mESC) lines, including *Dnmt1,3a,3b* triple-KO (“TKO”) (Domcke et al, 2015), *Eed*-KO (Villaseñor et al, 2020), and *Setd2*-KO (Baubec et al, 2015), all created in the same isogenic background (Appendix Fig. S1A). In addition, to test the combinatorial contribution of DNA methylation and H3K36me3, we ablated *Setd2* in the TKO background (quadruple-KO, “QKO”) (Appendix Fig. S1B–E). All cell lines retained pluripotency and were able to proliferate in serum + LIF conditions without apparent changes in morphology, proliferation capacity, and lineage marker expression (Appendix Fig. S2A–E). Using these cell lines, we wanted to compare how the absence of these chromatin modifications influences exit from pluripotency and lineage commitment. Towards this, we differentiated the mESCs to neural progenitors and subsequently to maturing glutamatergic neurons in vitro (Bibel et al, 2004, 200) (Fig. 1A). As expected from previous studies (Zhang et al, 2014, 201; Jackson et al, 2004; Boyer et al, 2006; Sakaue et al, 2010) differentiation in cell lines lacking DNA methylation and H3K27me3 was severely compromised since *Eed*-KO cells did not survive exit from pluripotency (CAd4) and the *Dnmt-*TKO cells aborted differentiation at the neural progenitor stage (NPC) (Fig. 1A; Appendix Fig. S3A,B).

**Figure 1:**
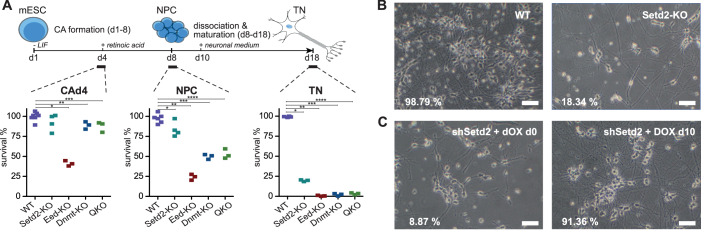
Stage-specific requirement for chromatin regulators during exit from pluripotency, lineage commitment, and terminal differentiation. (**A**) Top: schematics depicting the neuronal differentiation protocol. Bottom: cell count assay using live-dead stain at the cellular aggregate stage day 4 (CAd4), neural progenitor cells (NPC), and terminal neurons stage day 14 (TN). Depicted are percentages of survival in WT, *Setd2*-KO, *Eed*-KO, *Dmnt*-TKO, and QKO cells, calibrated to 100% survival in WT cells. Data obtained from three to five independent replicates is shown. Asterisks indicate *P* values calculated using a two-tailed *t* test. For CAd4: *=5E-07, **=0.013, and ***=0.011; for NPC: *=0.012, **=1E-06, ***=2E-05, and ****=4E-05; for TN: *=2E-08, **=1E-09, ***=2E-08, and ****=1E-08. (**B**) Microscopy images of WT and *Setd2*-KO TNs at day d14 at ×100 magnification. Average percentages of survival after dissociation obtained from three independent experiments are indicated. (**C**) Same as in (**B**) but using TNs from Tet-inducible *Setd2* knockdown cell lines that were treated with 1 μg/ml doxycycline (DOX) from d0 to d14, or from d10 to d14. Continuous knockdown of *Setd2* results in neuronal cell death, while knockdown in mature neurons does not influence survival. Scale bars, 50 µm. Source data are available online for this figure.

In contrast, we observed normal progression to the progenitor stage in the *Setd2-*KO mESCs, with similar numbers of surviving cells and lack of morphological differences compared to wild-type cells (Fig. 1A; Appendix Fig. S3A). However, upon further differentiation to mature neurons, we observed that the survival of *Setd2*-KO-derived neural progenitors was strongly impaired, with around 20% developing into viable post-mitotic neurons expressing the neuronal marker Tuj1 (Fig. 1A,B; Appendix Fig. S3C). This impaired neuronal differentiation was reproduced in two independent knock-out clones and one constitutive *Setd2* knock-down cell line (Appendix Fig. S4A).

Following these observations, we wanted to explore if the reduced generation of neurons in the absence of SETD2 is due to impaired establishment or failure to maintain neuronal cell identity. We used a doxycycline-inducible sh*Setd2* mESC line to knock down *Setd2* at different timepoints during the neuronal differentiation (Appendix Fig. S4B). Cells that were treated constantly with doxycycline (day d0) or from early neural progenitor stages on (day d6 or d8) showed a low number of surviving and differentiated neurons, similar to the phenotype observed in the knock-out cells (Fig. 1C; Appendix Fig. S4C). In contrast, induction immediately after the early steps of neuronal differentiation (day d10) did not severely affect cell survival, resulting in 86-91% surviving neurons (Fig. 1C; Appendix Fig. S4C). Reduced levels of SETD2 in post-mitotic neurons after doxycycline-induced expression of shRNA at timepoint d10 were confirmed by RT-qPCR (Appendix Fig. S5A).

To corroborate these findings, we used an independent cell line where *Setd2* is endogenously tagged with the dTag degradation FKBP tag (Nabet et al, 2018). Addition of dTAG13 for 7 days results in a reduction of H3K36me3 (Appendix Fig. S5B), as shown previously for this cell line (Molenaar et al, 2022). We show that neuronal differentiation of *Setd2*-FKBP cell lines in the presence of dTAG13 results in 20% neuronal survival, while the addition of dTAG at day 10 of neuronal differentiation results in 90% survival (Appendix Fig. S5C,D). In addition, we performed washout experiments, where we start the neural differentiation from ESCs cultivated in the presence of dTAG13, and wash out the small molecule at day 0, 4, 6, and 7 of neuronal progenitor differentiation (Appendix Fig. S5E). While we observe that removal of the drug until day 4 is well-tolerated, removal at later timepoints of the differentiation results in reduced neuronal survival (Appendix Fig. S5E–G), indicating that SETD2 could be required during the late steps of neurodifferentiation. This is also visible from the flow-cytometric analysis of two neuronal surface proteins, CD24a (CD24) and CD56 (also known as NCAM1) (Schmolka et al, 2023), where we observe a reduction of CD24-positive neural progenitor cells in absence of SETD2 (50.6% in *Setd2*-KO vs. 65.1% in WT), and furthermore, an increase of the double negative (−CD24a/−CD56) cells that did not commit to neuronal lineage differentiation (24.2% vs. 11.4%, respectively) (Appendix Fig. S5H).

### SETD2 is required for the correct establishment of neuronal gene expression programs

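The bulk RNA-seq experiment compared 3 libraries of wild-type and 3 libraries of Setd2-KO neural progenitor cells (NPCs), which were obtained from mouse embryonic stem cells by 4 days of aggregate culture without retinoic acid and 4 days with it, so that the cells were collected at day 8. The sample labels give a retinoic acid concentration of 5 uM. SETD2 is the methyltransferase that deposits H3K36me3 in the bodies of transcribed genes. PolyA-selected RNA was made into strand-specific libraries, and the authors compared the gene counts of both genotypes with edgeR. The authors' deposited table lists 15095 genes, each with a log2 fold change, an average log2 CPM over the 6 libraries, a p-value and a false discovery rate (FDR). The average log2 CPM in the authors' deposited table ranged from -2.54 to 14.2 with a median of 4.57. The table holds no values per library, so that the depth of each library is unknown here and no SD can be given for a gene. Neither the labels nor the paper's text say whether the 3 libraries of a genotype came from separate differentiations, and the p-values therefore measure the spread between these libraries, which may be technical. The authors' test (glmTreat) asks whether a change is larger than an absolute log2 fold change of 1, so a gene that did not pass it is not shown to be unchanged. The smallest absolute log2 fold change at an FDR under 0.05 in the authors' deposited table was 1.09. Fold changes are given as Setd2-KO over wild type throughout: the sign in the table itself runs the other way, as shown by the genes it shares with Dataset EV1, where the direction is written, and was turned. After this, 518 of the 523 shared genes had the same direction in both. The paper's methods name the mouse genome GRCm39, whereas the submitters' processing notes name the older build NCBIM37 (mm9), so genes were placed on GRCm39 by their Ensembl gene IDs, of which 15066 matched.

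Setd2 itself, on chromosome 9 from 110358262 to 110447701 (GRCm39), had a log2 fold change of -0.44 in the authors' deposited table with an FDR of 1 and did not pass the test. A knockout allele that shifts the reading frame can leave the transcript in place, and the level of Setd2 RNA therefore does not check the genotype of the libraries.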

To obtain further insight into the contribution of SETD2 or H3K36me3 to the establishment of neuronal gene expression programs, we performed bulk RNA-seq in wild-type and *Setd2-KO* neural progenitor cells (NPC) at day 8 of neuronal differentiation. Differential gene expression analysis at this early stage of neuronal commitment showed that 241 genes were upregulated, and 325 genes were downregulated in the *Setd2*-KO neural progenitor cells (Fig. 2A; Dataset EV1). 

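In the authors' deposited table, 319 genes were downregulated and 232 genes were upregulated in the Setd2-KO NPCs at an FDR under 0.05, and 14544 genes did not pass the test. The largest decrease among named genes with an average log2 CPM of at least 0 in the authors' deposited table was that of Chrnb3, a subunit of the nicotinic acetylcholine receptor, with a log2 fold change of -6.19. It was followed in the authors' deposited table by Dapp1 (-4.07), Tm4sf5 (-3.63), Upk1b (-3.33), Kirrel2 (-3.09), Nphs1 (-3.00), Slc26a7 (-2.99) and the homeobox gene Barx1 (-2.93). Kirrel2 and Nphs1, which encode cell adhesion proteins of the immunoglobulin superfamily, are neighbours on chromosome 7. The downregulated genes with the highest average log2 CPM in the authors' deposited table were the nuclear long noncoding RNA Malat1 (-1.45), the retinoic acid-degrading enzyme Cyp26b1 (-1.15), the axon guidance receptor Robo3 (-1.56) and Tmem132a (-1.22). The largest increase among named genes with such an average in the authors' deposited table was that of Xist (5.24), the noncoding RNA of X chromosome inactivation. Its antisense partner Tsix had a log2 fold change of 3.11 in the authors' deposited table. Both genes overlap on chromosome X, and since it is not given in the sources used here whether the counting used strand, their reads may not be separated. Increases of transcription factor genes in the authors' deposited table included Nkx2-9 (3.92), Nkx2-1 (3.75), Foxd4 (3.30) and Dlx5 (2.96), beside those of the chemokine Cxcl5 (2.99) and of Thbs4 (2.90). The upregulated genes with the highest average log2 CPM in the authors' deposited table were the imprinted gene Peg10 (1.37) and the glycolytic genes Eno1 (1.12), Aldoa (1.16) and Eno1b (1.12). Eno1b is a near-identical copy of Eno1, so the values of this pair are uncertain. The median log2 fold change was -1.51 for the downregulated and 1.70 for the upregulated genes of the authors' deposited table, and 57 genes lay under -2 and 66 genes over 2.

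Genes of chromosome 19 lay lower as a group. The 454 genes of this chromosome with an average log2 CPM of at least 0 had a median log2 fold change of -0.37 in the authors' deposited table, and 83.0% of them lay below 0 (rank-sum test against all other genes, Benjamini-Hochberg adjusted p = 1.6e-64 over 20 chromosomes). The medians of its 5 Mb bins ranged from -0.52 to -0.04. For the other chromosomes, the difference between the median of their genes and that of all other genes ranged from -0.09 on chromosome 3 to 0.07 on chromosome 1. Several of these small differences also passed the rank-sum test, such as those of chromosome 3 (adjusted p = 1.3e-06) and chromosome 1 (adjusted p = 5.8e-05), whereas others did not. Chromosome 19 thus stood apart by the size of its difference, not by passing this test. Within chromosome 3, 280 genes between positions 90416091 and 138781174 (GRCm39) had a median of -0.41 in the authors' deposited table, and 55 genes between 141945345 and 159644557 had a median of 0.40. Segments shorter than 10 Mb on other chromosomes included those of chromosome 4 (16 genes, median 1.11) and chromosome 18 (24 genes, -0.97). The latter ends at Pcdhb22 and spans genes of the clustered protocadherins, which were also tested as a list. Other short segments lay on chromosome 14 (24 genes, -0.65) and chromosome 2 (29 genes, -0.39). That of chromosome 14 runs from Gm3558 to Nid2, and 0 of its genes were called. Whether near-identical gene copies share reads in these short segments was not tested. Segments longer than 10 Mb on other chromosomes had smaller shifts, such as those of chromosome 13 (75 genes, median 0.32), chromosome 15 (107 genes, 0.27) and chromosome 11 (59 genes, 0.27). The bounds of all these segments were found on the same data. Chromosome 19 and the 2 segments of chromosome 3 held 5.95% of the genes tested, 51 of the 319 downregulated genes (16.0%) and 6 of the 232 upregulated genes (2.59%). Of the genes named above, Malat1, Tmem132a and Foxd4 lie on chromosome 19 and Dapp1 in the first segment of chromosome 3.

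**Figure D1:**
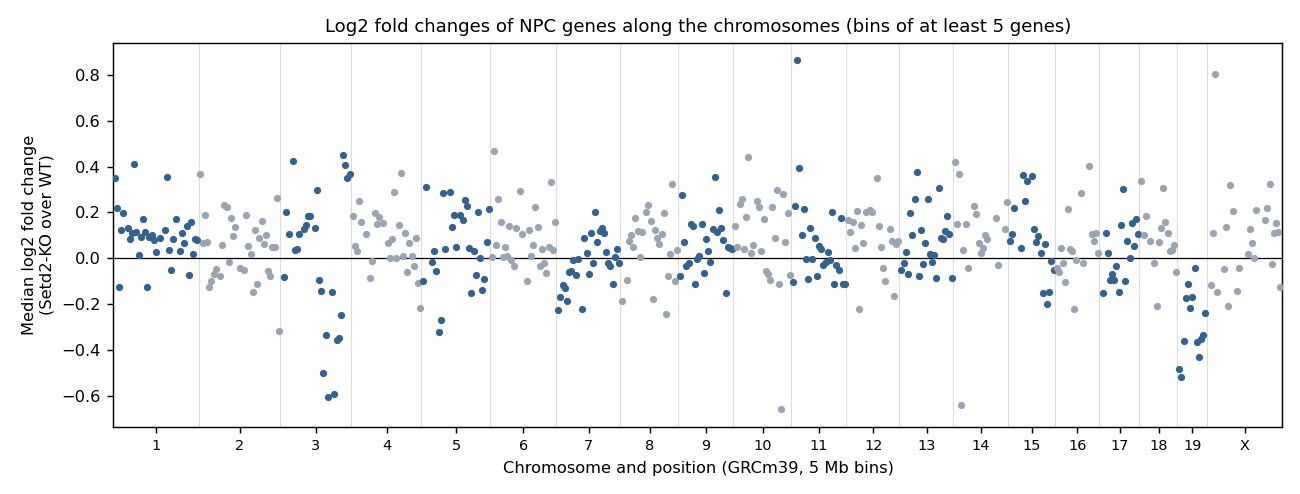
Median log2 fold change (Setd2-KO over wild-type NPCs, y axis) of the genes with an average log2 CPM of at least 0 in bins of 5 Mb along chromosomes 1 to 19 and X (x axis, GRCm39), from the authors' deposited table; each point is 1 bin with at least 5 genes, and the colours only alternate between chromosomes. The points of chromosome 19 lie below 0, and those of chromosome 3 lie below 0 over its second part and above 0 at its end.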

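Genes of neuronal differentiation and axon growth were downregulated as a group. Of 56 such genes, 18 were downregulated in the authors' deposited table (19 when adjusted over the list alone), 0 were upregulated and 38 did not pass the test (Fisher's exact test against all other genes, adjusted p = 3.2e-15). Among them were Ncan, a chondroitin sulfate proteoglycan of the brain extracellular matrix (log2 fold change -2.23), and the transcription factors Ebf1 (-1.90), Uncx (-1.86) and Lhx5 (-1.56), as listed in the authors' deposited table. Of 58 genes of synapses and vesicle release, 9 were downregulated in the authors' deposited table (10 when adjusted over the list alone) and 0 were upregulated (adjusted p = 2.3e-05 from Fisher's exact test). They included the vesicle proteins Sv2a (-1.72) and Syt1 (-1.49), the small GTPase Rab3c (-1.40) and the synaptic adhesion protein Lrrtm1 (-1.52), with values from the authors' deposited table. Of 53 genes of ion channels and neurotransmitter receptors, 9 were downregulated in the authors' deposited table (12 when adjusted over the list alone) and 0 were upregulated (adjusted p = 1.5e-05 from Fisher's exact test). Beside Chrnb3, they included the glutamate receptor subunit Gria2 (-1.89), the acetylcholine receptor subunit Chrnb2 (-1.40) and the potassium channel Kcnd2 (-2.01) in the authors' deposited table. At an unadjusted p under 0.05 from the authors' edgeR test, 23, 12 and 16 members of these 3 lists lay lower in the authors' deposited table and 0 lay higher. Of 26 proneural and neurogenic factors, Ptf1a (-1.95) and Atoh1 (-2.50) fell and Olig2 (1.76) rose in the authors' deposited table, and neither count passed Fisher's exact test (adjusted p = 0.28 for the lower and 0.72 for the higher members). Atoh1 had an average log2 CPM of only -1.99 and an FDR of 0.016 in the authors' deposited table, and its call was lost at an FDR under 0.01. Of 35 genes of neural progenitors and radial glia, 1 fell and 2 rose in the authors' deposited table: the fatty acid-binding protein Fabp7 (-2.91), the glutamate transporter Slc1a3 (1.28) and Lix1 (1.59). Both counts were the same when adjusted over the list alone.

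The median log2 fold change in the authors' deposited table was -0.96 for neuronal differentiation, where 54 of 56 genes lay below 0, -0.64 for synapses, -0.72 for channels and receptors and -0.48 for proneural factors. The rank test of limma (cameraPR) placed these lists below the other genes, with adjusted p = 6.1e-15, 6.3e-09, 2.9e-08 and 2.2e-04, respectively. The 13 genes of the mitochondrial genome also lay lower (median -0.66 in the authors' deposited table, adjusted p = 1.4e-04 from cameraPR). For progenitors and radial glia, the median was -0.03 in the authors' deposited table (adjusted p = 0.74 from cameraPR). This test used a preset correlation of 0.01 between the genes of a list, because an estimated correlation cannot be had without values per library. Of the downregulated members of these lists, Mllt11 (neuronal differentiation) and Sv2a (synapses) lie in the shifted regions of chromosomes 3 and 19.

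**Figure D2:**
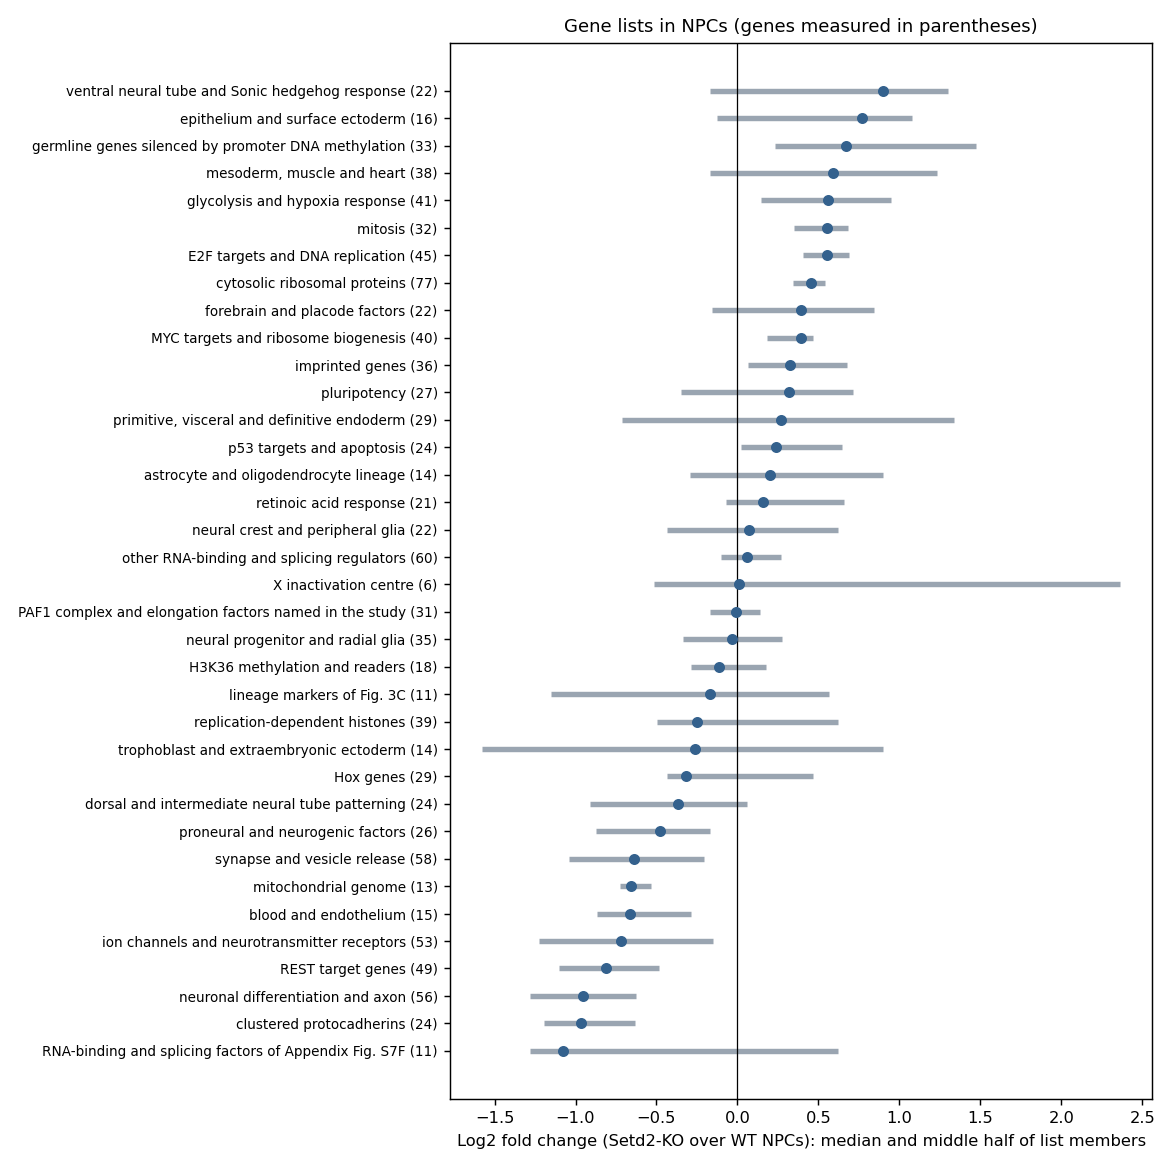
Log2 fold change (Setd2-KO over wild-type NPCs, x axis) of 36 gene lists (y axis, with the number of genes measured in parentheses), from the authors' deposited table; points are medians and bars span the middle 50% of the members. The neuronal lists lie below 0, with medians between -0.48 for proneural factors and -0.96 for neuronal differentiation, and the lists of E2F targets and mitosis lie above it, with medians of 0.55.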

Gene set enrichment (GSEA) and gene ontology (GO) analysis showed high enrichment for neurodevelopmental-related processes in the downregulated gene set, suggesting a deregulation of neuronal transcriptional programs already at this stage (Appendix Fig. S6A–D). This was also confirmed by Motif Activity Response Analysis (Balwierz et al, 2014) which identified motifs preferentially bound by REST and SOX2 in the promoters of the downregulated genes (Fig. 2B). 

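Targets of REST, a repressor of neuronal genes in other cells, were downregulated as a group. Of 49 REST target genes listed from textbook knowledge, 12 were downregulated in the authors' deposited table (13 when adjusted over the list alone) and 0 were upregulated (Fisher's exact test, adjusted p = 1.1e-08; also 0 upregulated and 14 downregulated at an unadjusted p under 0.05 from the authors' edgeR test). Their median log2 fold change in the authors' deposited table was -0.81, with 45 of 49 genes below 0 (adjusted p = 1.4e-11 from cameraPR). The downregulated targets included the glycine receptor subunit Glra1 (-1.73 in the authors' deposited table) beside Gria2, Chrnb2 and Rab3c. Npas4, another of them, lies on chromosome 19. Gria2 and Chrnb2 are also on the list of channels and receptors, and Rab3c is also on that of synapses. The fall of the REST list is therefore not a finding separate from that of the neuronal lists. REST targets were not compared with neuronal genes outside the REST list. The transcripts of the factors themselves did not pass the test, with log2 fold changes of 0.47 for Rest and 0.60 for Sox2 in the authors' deposited table.

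Promoters were searched within 500 bases on each side of the canonical transcription start site (GRCm39). The REST consensus TTCAGCACCACGGACAGCGCC, with at most 4 mismatches, was found in the promoters of 8 of 318 downregulated genes (2.52%) and of 53 of 14748 other genes (0.359%), a difference that passed Fisher's exact test (adjusted p = 3.2e-04 over 8 motif tests) and a permutation among promoters of the same GC content (adjusted p = 2.4e-04). These genes were Amer3, Gria2, Chrnb2, Ttc9b, Celf6, Sez6, Scrt1 and Golga7b. Among the upregulated genes, 1 of 232 had it (0.431%). The SOX2 consensus CWTTGTY (W for A or T, Y for C or T) was found in 41.8% of the promoters of downregulated genes against 34.6% of those of other genes (adjusted p = 0.017), and in 43.1% of the promoters of upregulated genes (adjusted p = 0.017). Against the shares expected from promoters of the same GC content (37.1% and 38.0%), neither passed a permutation test (adjusted p = 0.22 for both). The search used simple consensus sequences in place of the weighted motifs of the paper, and was chosen after the table had been read.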

Genes showing increased gene expression were mainly related to developmental processes, reproduction and transcription, translation, and metabolic processes, and coincided with E2F1 and MYC/MAX transcription factor binding sites in their promoters, indicating increased proliferation and reduced differentiation (Fig. 2B; Appendix Fig. S6A,B,D). Furthermore, we observe that long genes and genes with long transcripts were more likely to be downregulated in the absence of SETD2 (Appendix Fig. S6E,F), which is also in accordance with the notion that neuronal-specific genes are longer than non-neuronal genes (Gabel et al, 2015; Zylka et al, 2015).

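Upregulated genes included groups from other developmental programs, from the germline and from glycolysis. Of 38 genes of mesoderm, muscle and heart, 8 were upregulated and 1 was downregulated in the authors' deposited table (10 and 1 when adjusted over the list alone; adjusted p = 1.3e-06 from Fisher's exact test for the upregulated members), among them the transcription factors Hand2 (log2 fold change 2.84), Osr1 (2.85) and Foxc2 (2.01), whereas the collagen gene Col1a2 (-1.63) fell. Of 29 endoderm genes, 7 were upregulated in the authors' deposited table (7 when adjusted over the list alone; adjusted p = 2.6e-06 from Fisher's exact test), including Afp (2.78), which encodes alpha-fetoprotein, the apolipoprotein genes Apob (1.55) and Apoa1 (1.43), and Serpina7 (2.83). Of 33 germline genes that promoter DNA methylation silences in somatic cells, 9 were upregulated in the authors' deposited table and 0 were downregulated (10 and 1 when adjusted over the list alone; adjusted p = 2.8e-08 from Fisher's exact test for the upregulated members). They included Mael (2.79) and Tdrd1 (2.33) of the piRNA pathway, the meiotic gene Msh4 (3.29) and the ribosomal protein gene Rpl10l (2.77), with values from the authors' deposited table. Msh4 lies in the segment of chromosome 3 with higher values and Tdrd1 on chromosome 19, and without the shifted regions 7 of 29 germline genes were upregulated in the authors' deposited table (adjusted p = 3.1e-06). Of 41 genes of glycolysis and the hypoxia response, 7 were upregulated in the authors' deposited table (7 when adjusted over the list alone; adjusted p = 2.1e-05 from Fisher's exact test), including Bnip3 (1.26), Pdk1 (1.18) and Aldoa.

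Genes of translation and of the cell cycle shifted together by less than the size tested for a single gene. The 77 genes of cytosolic ribosomal proteins had a median log2 fold change of 0.45 in the authors' deposited table, with 75 above 0 (adjusted p = 5.2e-12 from cameraPR), such as Rpsa (0.63), Rps2 (0.59) and Rpl4 (0.42). Of 40 MYC targets and genes of ribosome biogenesis, Ldha (1.50) and Dkc1 (1.34) were upregulated in the authors' deposited table (2 also when adjusted over the list alone), and the median was 0.39 (adjusted p = 3.2e-05 from cameraPR). For 45 E2F targets and genes of DNA replication, the median was 0.55 in the authors' deposited table, with 44 genes above 0 (adjusted p = 3.8e-11 from cameraPR), including Mcm5 (0.72), Mcm6 (0.62) and Mcm7 (0.39). For 32 genes of mitosis, the median was 0.55 in the authors' deposited table, with 31 genes above 0 (adjusted p = 2.1e-08 from cameraPR), including Top2a (0.36), Mki67 (0.35) and Cenpf (0.32). The 13 genes of the mitochondrial genome moved the other way (median -0.66 in the authors' deposited table, adjusted p = 1.4e-04 from cameraPR). In the lists of ribosomal proteins, E2F targets and mitosis, 0 genes passed the authors' edgeR test in the authors' deposited table, also when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The median was 0.27 for the endoderm list in the authors' deposited table, which did not pass cameraPR (adjusted p = 0.34) and was -0.06 with an average log2 CPM of at least 0, 0.59 for mesoderm (adjusted p = 1.5e-03), 0.67 for the germline list (adjusted p = 1.6e-05) and 0.56 for glycolysis (adjusted p = 1.6e-05). The genes of the factors themselves had log2 fold changes of 0.26 (E2f1), -0.27 (Myc) and 0.19 (Max) in the authors' deposited table and did not pass the test. The E2F consensus TTTSSCGC (S for C or G) was found in 6.90% of the promoters of upregulated genes against 9.80% of those of other genes (adjusted p = 0.24 from Fisher's exact test), and in 7.55% for downregulated genes (adjusted p = 0.28). The MYC/MAX consensus CACGTG was found in 22.0% of the promoters of upregulated genes against 20.3% (adjusted p = 0.58), and in 14.2% for downregulated genes against 20.4% (adjusted p = 0.017, and 0.056 among promoters of the same GC content). These promoter counts compare called genes only, so genes that shifted by less are counted among the others. From the processes that the upregulated genes were mainly related to and the E2F1 and MYC/MAX binding sites in their promoters, the paper reasons that proliferation was increased and differentiation reduced.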

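Several neuronal genes among those downregulated span long stretches of the genome, such as Kcnd2 (515 kb), Syt1 (513 kb), Ebf1 (391 kb), the ephrin receptor gene Epha3 (321 kb), the RNA-binding protein gene Celf4 (276.9 kb) and Rab3c (227 kb). Other downregulated genes are short, such as Ptf1a (1.84 kb), Uncx (4.69 kb) and Lhx5 (9.53 kb). Upregulated genes likewise included short ones such as the transcription factor genes Nkx2-9 (1.95 kb) and Foxd4 (1.96 kb). Long upregulated genes included Rbpms (148 kb), Osr1 (93.5 kb) and Stra6 (92.6 kb). The median gene span was 21.7 kb for 318 downregulated genes, 18.3 kb for 232 upregulated genes and 25.9 kb for 14516 other genes. The difference between the downregulated and the upregulated genes in median log2 span was 0.25 and did not pass a two-sided permutation test (p = 0.29). Among protein-coding genes it was 0.38 and did not pass either (permutation p = 0.092). The median total exon length was 5.63 kb for downregulated, 3.82 kb for upregulated and 6.13 kb for other genes. This difference of 0.56 in median log2 length between downregulated and upregulated genes passed the test (p = 1e-05, the smallest that 100000 permutations can give), also with permutations within bins of average log2 CPM (difference 0.43, p = 1e-05, the smallest possible). The median length of the longest transcript was 4.10 kb for downregulated, 3.21 kb for upregulated and 4.28 kb for other genes (difference in median log2 length 0.35, permutation p = 1e-05, the smallest possible, and 0.19 with p = 0.011 within bins of average log2 CPM). In the class of the longest spans, from 135.8 to 2962 kb, 50 genes were downregulated and 21 upregulated in the authors' deposited table, whereas among spans of 0.061 to 4.86 kb, 30 were downregulated and 49 upregulated. The counts did not follow the span from class to class. The classes next to the shortest, up to 18.6 kb, held 45 downregulated and 29 upregulated, 39 and 22, and 32 and 18 genes. That of 35.3 to 50.4 kb held 22 of each.

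**Figure D3:**
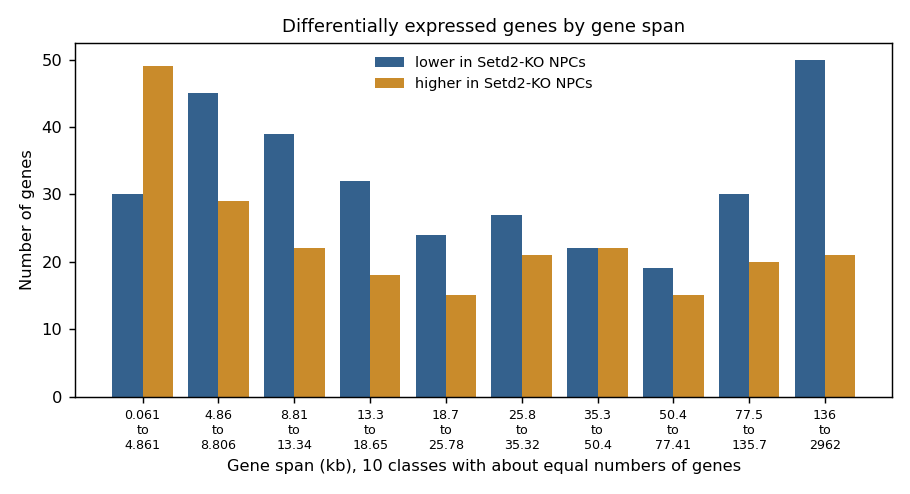
Number of genes lower and higher in Setd2-KO NPCs in the authors' deposited table (y axis) in 10 classes of gene span with about equal numbers of genes (x axis, kb). The class of the longest spans holds 50 lower and 21 higher genes, that of the shortest 30 and 49, and the class next to the shortest 45 and 29.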

**Figure 2:**
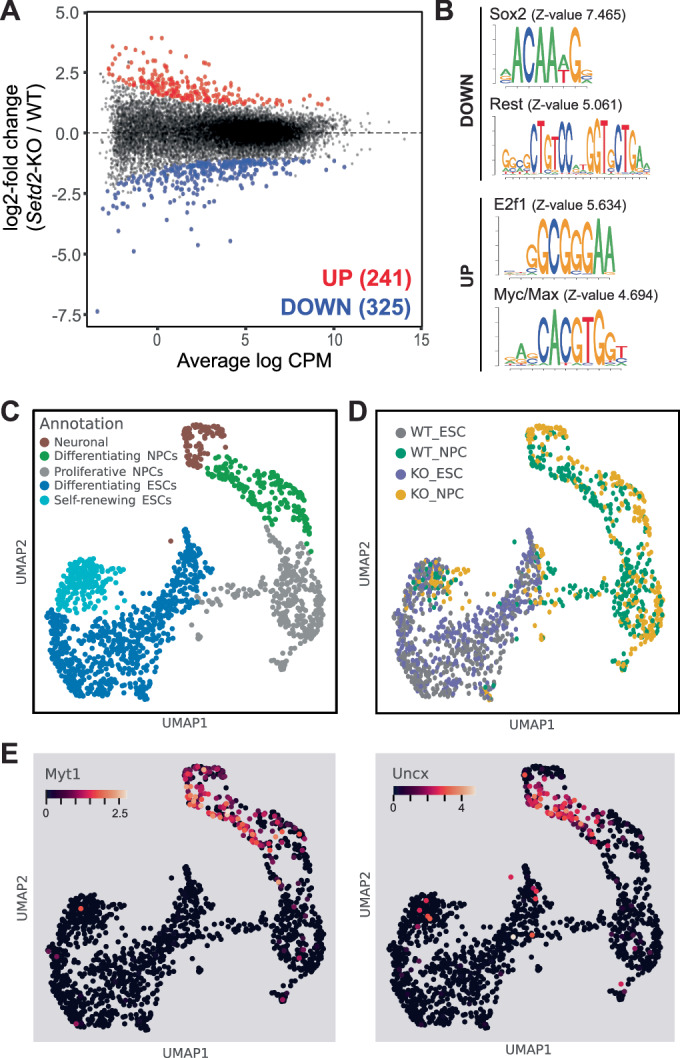
SETD2 is required for the establishment of neuronal gene expression programs. (**A**) MA plot of bulk PolyA-RNA-seq results depicting differences in gene expression between wild-type (WT) and *Setd2*-KO NPCs (*P* value < 0.05, LFC > I1I). (**B**) Motif Activity Response Analysis identifies transcription factor motifs preferentially bound by Rest and Sox2 in the promoters of genes downregulated in *Setd2*-KO NPCs, and motifs coinciding with E2f1 and Myc/Max transcription factor binding in the promoters of upregulated genes. (**C**) UMAP projection of single-cell RNA seq data obtained from wild-type and *Setd2*-KO ESCs and NPCs. Shown are annotations of different cell states obtained from grouping unsupervised clusters shown in Appendix Fig. S8A. (**D**) Same UMAP projection as in (**C**) but showing the individual cell lines and cell types. (**E**) Expression of Myt1 and Uncx is predominantly observed in differentiating wild-type neuronal cells.

To examine whether these transcriptional changes are also related to splicing differences between wild-type and *Setd2*-KO, we performed alternative splicing analysis using rMATS-turbo (Wang et al, 2024). We identified a total of 18108 alternative splicing events to occur in the dataset. However, only 57 and 175 showed a significant increase or decrease in the *Setd2*-KO NPCs, respectively (Appendix Fig. S7A). Among those, skipped exons and retained introns were the most abundant, although without significant differences between the analyzed cell lines (Appendix Fig. S7A–C). Furthermore, we failed to find any correlations between the detected significant differential splicing events and H3K36me3 levels (Appendix Fig. S7D,E). This suggests that the transcriptional changes observed upon loss of SETD2 are not related to alternative splicing, but rather that the changes in transcription, which also include splicing factors, could indirectly result in splicing differences (Appendix Fig. S7F).

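Of the 11 RNA-binding and splicing factors shown in Appendix Fig. S7F, 5 were downregulated and 2 were upregulated in the authors' deposited table (6 and 2 when adjusted over the list alone). The downregulated genes in the authors' deposited table were Celf4 (log2 fold change -1.37), Celf6 (-2.03) and Elavl3 (-1.28), which encode RNA-binding proteins of neurons, Csdc2 (-1.28) and the spliceosome gene Prpf38b (-1.24). The upregulated genes in the authors' deposited table were Rbmxl2 (1.75), a germ cell homolog of an X-linked RNA-binding protein gene, and Rbpms (1.11). For the neuronal splicing regulator Nova2, the log2 fold change was -1.08 with an FDR of 0.13 in the authors' deposited table and did not pass the test, and the same holds for the epithelial splicing regulator Esrp1 (1.08), Rbm4b (-0.87) and Hnrnpu (0.17). The downregulated members were more frequent than among other genes (Fisher's exact test, adjusted p = 1.5e-05). The upregulated members did not pass the test (18.2% against 1.52% of other genes, adjusted p = 0.057, and 0.048 with an average log2 CPM of at least 0). The list as a whole did not pass cameraPR (median -1.08 in the authors' deposited table, adjusted p = 0.14, and 0.024 with log2 fold changes in place of ranks). The paper chose these genes as differentially expressed in the same libraries, so a high share of called members was built in. Their counts and Fisher's exact tests are therefore not independent evidence of an excess or of a direction. Of 60 other RNA-binding proteins and splicing regulators, 1 was downregulated in the authors' deposited table (Srrm3, a splicing factor of neuronal microexons, -1.22; also 1 when adjusted over the list alone) and 0 were upregulated, also at an unadjusted p under 0.05 from the authors' edgeR test. Their median log2 fold change in the authors' deposited table was 0.06 (adjusted p = 0.61 from cameraPR). Prpf38b lies in the segment of chromosome 3 with lower values and Rbm4b on chromosome 19.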

To obtain a higher resolution view on the gene expression changes during the neuronal differentiation in the absence of SETD2, we performed single-cell RNA-sequencing from dissociated and sorted wild-type and *Setd2*-KO ESCs and NPCs (Muraro et al, 2016). Unsupervised clustering and with UMAP projection of all cells allowed us to identify ten different clusters (Appendix Fig. S8A,B, “Methods”). These clusters were grouped based on proliferation and neuronal markers into five groups representing progressive stages of ESC to NPC differentiation trajectory (Fig. 2C). While there is no clear separation of *Setd2*-KO and wild-type cells in groups associated with proliferating and undifferentiated cells, we observe a difference in gene expression state between the genotypes of cells as they advance in the differentiation process (Fig. 2D). This is also visible from differential expression analysis performed on unsupervised local neighborhoods of transcriptionally similar cells, where cells in more differentiated clusters show stronger differences in gene expression between *Setd2* KO and wild-type (Appendix Fig. S8C and Dataset EV2). When we calculate differential gene expression in separate neuronal and NPC neighborhoods, we detected 88 genes with different expression between *Setd2* KO and wild-type (Appendix Fig. S8D, “Methods”). For example, we find Myelin Transcription Factor 1 (Myt1), a factor that regulates Myelin gene expression and the transition to terminal differentiation (Nielsen et al, 2004; Vasconcelos et al, 2016) and Uncx, a transcription factor involved in the postmitotic differentiation of neurons (Sammeta et al, 2010; Rabe et al, 2012), to be downregulated in *Setd2*-KO (Fig. 2E). In addition, we find other markers relevant for neuronal differentiation as differentially expressed between *Setd2*-KO and wild-type NPC (Appendix Fig. S8D,E).

The results above indicate that the absence of SETD2 could influence the establishment of neuronal transcription, causing the observed differentiation failure. We argued that this deficit could be rescued by enforcing increased transcriptional initiation from neuronal genes. To test this, we generated *Setd2*-KO ES cell lines with *Tet*-inducible expression of the two bHLH transcription factors *Neurogenin 1* and *Neurogenin 2* (iNgn1/2) (Fig. 3A; Appendix Fig. S9A). Induced expression of these factors has been shown to enable rapid neurogenesis by driving genetic programs involved in the transition from stem cells to early neurons (Busskamp et al, 2014). We induced their expression in *Setd2*-KO at the NPC stage and evaluated their ability to rescue incorrect establishment of neuronal gene expression programs by measuring the success of neuronal differentiation. Induction of Ngn1/2 indeed increased the survival rate of *Setd2*-KO neurons from 15.87 to 44.48%, compared to 88.25% in WT +dox (Fig. 3B; Appendix Fig. S9B). In addition, RT-qPCR analysis for selected lineage marker genes confirmed this partial rescue (Fig. 3C), suggesting that increasing the frequency of transcriptional initiation from neuronal genes through overexpressing neuronal master regulators can partially overrule the necessity for SETD2 in the differentiation process.

**Figure 3:**
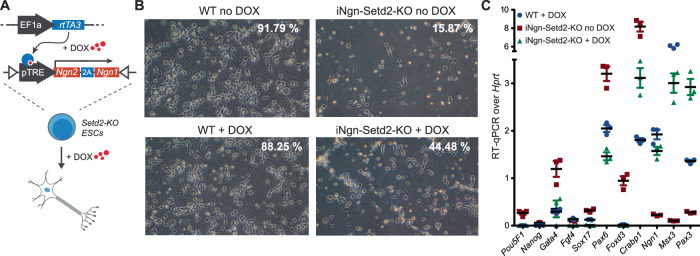
Overexpression of master transcription factors overrides SETD2 requirement for neuronal differentiation. (**A**) Schematic overview of mESC line generation harboring a Tet-inducible Neurogenin 2-Neurogenin 1 (iNgn) master transcription factor cassette in a *Setd2*-KO background using recombination-mediated cassette exchange. (**B**) Microscopy images of in vitro*-*derived neurons (d14) show successful differentiation of neuronal cells derived from wild-type ESCs and partial rescue of cell death in *Setd2*-deficient cells by overexpression of an inducible Neurogenin 2-Neurogenin 1 fusion factor (i*Ngn*). Similar results were obtained from two independent replicates. Cells were treated with 1 μg/ml doxycycline ( + DOX) during the entire in vitro differentiation, or with DMSO (no DOX). Mean neuronal survival rate (in percent) from three independent replicates is shown. (**C**) RT-qPCR of various lineage markers in WT and *Setd2*-KO NPCs, the latter expressing Neurogenin 1 and Neurogenin 2 upon 1 µg/ml doxycycline treatment (*n* = 3). Target genes: *Oct4* (*Pou5f1*), *Nanog* - embryonic stem cell markers; *Pax3*, *Pax6*, *Ngn1*, *Crabp1*, *Msx3*, *Foxd3* - neuronal marker; *Fgf4* - growth factor, *Sox17* - parietal endoderm marker. Gene expression was calibrated to *Hprt* - housekeeping gene expression. Bars and whiskers indicate means and SD. Source data are available online for this figure.

### Catalytic activity of SETD2 and H3K36me3 is largely dispensable for neuronal differentiation

While the above results indicate that SETD2 is required for the successful establishment of neuronal gene expression programs, they do not explain whether the observed phenotype is caused by the absence of the SETD2 protein, loss of SETD2 catalytic activity, or loss of H3K36me3. To address this, we first performed genome-wide chromatin measurements in wild-type and *Setd2*-KO neural progenitors. Besides the drastic removal of H3K36me3, we did not observe global changes in chromatin modifications or chromatin accessibility in the absence of SETD2 (Fig. 4A; Appendix Fig. S10A,B). Analysis of chromatin modifications at all gene bodies identified minor correlations with histone acetylation and anticorrelations with H3K4me3 in the absence of H3K36me3 (Fig. 4B; Appendix Fig. S10C). Increase in histone acetylation at gene bodies upon removal of H3K36me3 was previously reported in yeast (Carrozza et al, 2005; Joshi and Struhl, 2005; Keogh et al, 2005).

**Figure 4:**
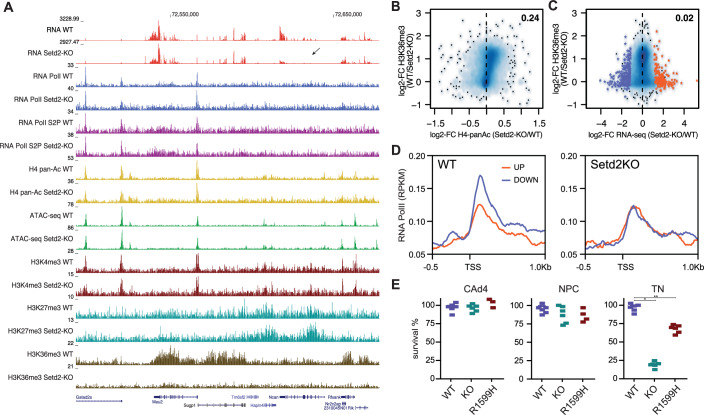
Catalytic activity of SETD2 is dispensable for neuronal differentiation. (**A**) Representative genome browser view exemplifying differences in ChIP-seq signal of various chromatin marks and ATAC-seq signal between wild-type and *Setd2*-KO NPCs. Shown are read counts per 100 bp for ChIP-seq samples. Arrow exemplifies a downregulated neuronal gene *Ncan*. (**B**) Scatterplot showing a minor correlation between the measured H4-panacetylation changes in *Setd2*-KO over WT NPCs and H3K36me3 levels at gene bodies measured in WT cells. Pearson’s correlation coefficient is shown. (**C**) Scatterplot showing changes in gene expression measured in *Setd2*-KO over WT NPCs and their relation to H3K36me3 levels at gene bodies measured in WT cells. Pearson’s correlation coefficient is shown. (**D**) Metaprofile plots of RNA Pol II ChIP-seq data obtained from wild-type and *Setd2*-KO NPCs at genes up- and downregulated in the absence of SETD2. Downregulated genes show reduced Pol II signals in the absence of SETD2. (**E**) Cell survival assay using live-dead stain at CAd4, NPC, and TN stage (d14). Depicted are percentages of survival for WT, *Setd2*-KO, and SET domain catalytic mutant (R1599H) cells. Bars and whiskers indicate means and SD. Asterisks indicate *P* values calculated using a two-tailed *t* test: *=4E-011 and **=2E-06. Source data are available online for this figure.

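Ncan lies on chromosome 8 of GRCm39 from 70538926 to 70573523, on the minus strand. Its average log2 CPM in the authors' deposited table was 6.57, and its decrease in the Setd2-KO NPCs had an FDR of 6.2e-15. Of the 12 other genes of the authors' deposited table within 100 kb of Ncan, 2 were also downregulated. Hapln4, which encodes a hyaluronan and proteoglycan link protein of the brain, had a log2 fold change of -1.44 (FDR 6.3e-04) and Tm6sf2 one of -1.36 (FDR 7.4e-04) in the authors' deposited table. Hapln4 overlaps Ncan on the opposite strand, so that reads of this pair may not be separated. The 10 genes that did not pass the test had log2 fold changes from -0.35 (Mau2) to 0.44 (Mef2b) in the authors' deposited table, and 7 of them lay below 0. Ncan and these genes lie in a segment of chromosome 8 from 69490135 to 72670382 with a median of -0.25 over 86 genes, of which 75.6% lay below 0 and 5 were downregulated in the authors' deposited table. The bounds of this segment were found on the same data.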

To evaluate if the changes in chromatin modifications coincide with the detected transcriptional changes in Setd2-KO NPCs, we focused our attention on the gene bodies and promoters of up and downregulated genes. While changes in RNA Pol II occupancy, chromatin accessibility, and acetylation correlated with differential transcription, we did not observe any relationship between differential gene expression and loss of H3K36me3 at gene bodies (Fig. 4C; Appendix Fig. S10D,E). For example, we observe that RNA Pol II occupancy is reduced at genes downregulated in *Setd2*-KO cells—in accordance with their reduced transcription (Fig. 4D). Concomitantly, similar trends were observed for chromatin accessibility and histone acetylation at the same set of genes in the absence of SETD2 (Appendix Fig. S10D,E). However, differential transcription occurred predominantly at genes with low H3K36me3 levels in their gene bodies (Appendix Fig. S10D,E). In addition, no significant changes were observed for H3K4me3 or H3K27me3 at the promoters of differentially expressed genes, suggesting that these marks are likely not involved in influencing transcription in the absence of SETD2 (Appendix Fig. S10D–F). We furthermore calculated the pausing index based on RNA Pol II occupancy at promoters and gene bodies for all genes, and for differentially expressed genes separately. We only observe a minor difference between wild-type and *Setd2*-KO cells, with genes downregulated showing a slightly reduced pausing index (Appendix Fig. S10G,H).

These results suggest an H3K36me3-independent role for SETD2 in establishing correct gene expression programs. To further test the requirement for the catalytic activity of SETD2 during neuronal differentiation, we engineered a point mutation in the catalytic SET domain (R1599H) (Sun et al, 2005) in both endogenous *Setd2* alleles (Appendix Fig. S10I). This point mutation resulted in a global reduction of H3K36me3 (Appendix Fig. S10J). Surprisingly, despite the global absence of H3K36me3, we observe successful differentiation of neuronal cells in presence of this catalytically inactive SETD2 enzyme (~65%, Fig. 4E). In addition, we cultivated wild-type ESCs in presence of the SETD2 inhibitor EPZ-719 (Lampe et al, 2021) at 1 µM concentration for two days, followed by neuronal differentiation under continued addition of the inhibitor and observed a similar outcome with minor to no effects on neuronal differentiation (Appendix Fig. S10K). Together, these results support the notion that catalytic activity of SETD2 and H3K36me3 is largely dispensable for neuronal differentiation.

### Reduced association of the PAF1 complex with the elongating RNA Pol II in the absence of SETD2

The results above suggest a catalytically independent role of SETD2 required during the establishment of neuronal gene expression. To test how SETD2 influences transcription, independent of H3K36me3, we investigated the protein interaction network of the elongating RNA Polymerase II in the absence of SETD2. Towards this, we fused the SRI domain of SETD2, which is responsible for binding the serine-2-phosphorylated CTD of RNA Pol II (Kizer et al, 2005), to the promiscuous biotin ligase TurboID (Branon et al, 2018). This enables the identification of proteins associated with the elongating RNA Pol II by proximity biotinylation. We first validated the correct colocalization of the SRI-TurboID probe to the elongating RNA Pol II by immunofluorescence microscopy of serine-2-phosphorylated RNA Pol II and biotin. The obtained colocalization coefficient suggests a strong correlation of biotin signals and elongating RNA Pol II in wild-type cells expressing the SRI-TurboID probe, while cell lines expressing an unspecific NLS-TurboID probe lacking the SRI domain failed to show any colocalization (Appendix Fig. S11A,B).

We next introduced this probe in wild-type and *Setd2*-KO neural progenitor cells by recombinase-mediated cassette-exchange (Villaseñor et al, 2020) and performed biotin proximity-ligation followed by stringent protein enrichment as previously established (Villaseñor et al, 2020) (Fig. 5A; Appendix Fig. S11C). As a background control, we used the NLS-TurboID fusion protein lacking the SRI domain, expressed from the same genomic integration site (Appendix Fig. S11C). The enriched biotinylated proteins in wild-type and *Setd2*-KO neural progenitors were detected by quantitative, label-free liquid chromatography tandem mass spectrometry (LC–MS/MS), resulting in an average of 890 proteins collectively detected in all samples (Appendix Fig. S11D). Since the background NLS-TurboID samples did not show significant differences between the two genetic backgrounds (Appendix Fig. S11E), we pooled all replicates from the NLS-TurboID conditions and identified statistically-significant enriched proteins from the SRI-TurboID samples against this pooled background set. This resulted in 62 proteins significantly enriched in WT and 61 proteins enriched in *Setd2*-KO cells (Fig. 5B; Appendix Fig. S11F,G and Dataset EV3). In both samples, we identified proteins associated with GO Molecular Functions: RNA Pol II and RNA binding (Appendix Fig. S12A,Ba).

**Figure 5:**
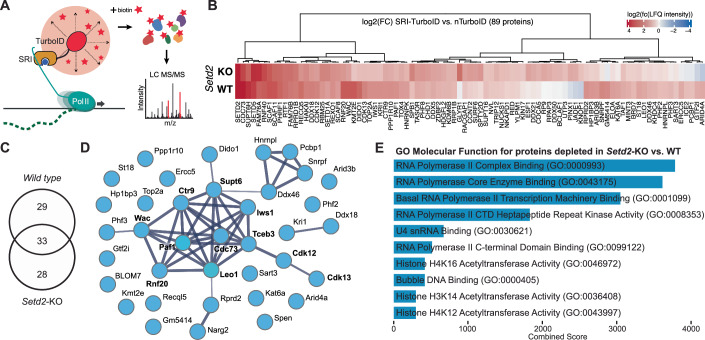
Loss of SETD2 results in reduced association of elongation factors with RNA Pol II. (**A**) Schematic overview of the ChromID setup using SETD2-SRI domain fused to TurboID to detect protein-protein interactions on the elongating RNA Pol II in wild-type and *Setd2*-KO NPCs using mass spectrometry. (**B**) Heatmap indicating the combined significantly enriched proteins in the wild-type and *Setd2*-KO NPCs sample over a background control expressing NLS-TurboID. Results obtained from four independent replicates. Colors indicate log2-fold change in LFQ intensity from SETD2-SRI over NLS-TurboID in the respective experiments. SETD2 peptide counts display combined tryptic peptides from endogenous SETD2 and SRI-TurboID. (**C**) Venn diagram indicating the overlap between proteins significantly enriched by SRI-TurboID over nTurbo in Setd2-KO and wild-type cells. (FDR-corrected two-tailed *t* test: FDR  =  0.01, s0  =  0.1, log_2_ FC  >  0, *n*  =  4 independent replicates). (**D**) STRING analysis of proteins that show reduced RNA Pol II interactions in *Setd2*-KO NPCs when compared to wild-type NPCs identifies factors involved in RNA Pol II elongation. (**E**) Bar plot representing the top ten Molecular Function GO terms summarizing the proteins depleted from RNA Pol II in *Setd2*-KO NPCs. Data was generated using the Enrichr database. Source data are available online for this figure.

Among the RNA Pol II-interacting proteins, we identified several factors that were depleted in the absence of SETD2. These included proteins involved in transcription, splicing and chromatin regulation, according to their GO Molecular Function, such as KAT6A, RUXF, BRE1A or the catalytically inactive KMT2E (Fig. 5C–E; Appendix Fig. S12C). Interestingly, several factors of the core PAF1 complex (PAF1, CDC73, LEO1, CTR9) and related proteins involved in histone H2B Lys-120 monoubiquitination (RNF20, WAC), as well as elongation-associated proteins (CDK12, SUPT6, TCEB3, IWS1, PHF3) were depleted in absence of SETD2 (Fig. 5D). PAF1C plays a crucial role in transcriptional elongation and regulates the deposition of H2BK120ub (via RNF20/40) and H3K79me2 at transcribed genes (Van Oss et al, 2017). Indeed, we observe a reduction in global H3K79me2 levels, and a minor reduction in H2BK120ub in the absence of SETD2 (Appendix Fig. S13A), suggesting that the association of elongation factors with RNA Pol II could be directly or indirectly diminished in the absence of SETD2. To test if such changes in elongation factor interactions with the RNA Pol II would impact neuronal differentiation, we generated cell lines with dox-inducible shRNA expression against Paf1 and further Rnf20 (Appendix Fig. S13B). In both cases, we observe a strong effect on differentiation after reduction of RNF20 and PAF1 levels, with only 15–20% terminal neuronal differentiation potential, and resembling the results obtained in the absence of SETD2 (Appendix Fig. S13C,D).

## Discussion

By directly comparing the requirement for DNA methylation, H3K27me3, and H3K36me3 during exit from pluripotency and neuronal differentiation, we show their requirement for re-wiring of transcriptional programs at different stages of differentiation. Most notably, and in contrast to DNA methylation and H3K27me3, SETD2 and H3K36me3 are dispensable for exit from pluripotency and neuronal lineage commitment. SETD2, however, is required during later stages of neuronal differentiation, where only 10–20% of the differentiated *Setd2*-KO neurons survive. This mirrors observations from KO experiments in mice, where *Setd2*−/− is embryonically lethal only at day E10.5, leading to growth defects including forebrain hypoplasia and unclosed neural tubes (Hu et al, 2010). By using inducible depletion of SETD2 at different stages of neuronal differentiation, we further show that SETD2 is required during the terminal differentiation stage of NPCs, while removal of SETD2 in differentiated neurons did not influence their survival. This suggests that SETD2 could play a role during the establishment of neuronal gene expression programs rather than maintenance in differentiated neurons. This was further corroborated by transcriptional defects in neuronal gene expression that were already observed in *Setd2*-KO NPCs from bulk and single-cell RNA-seq data, despite showing no apparent phenotypes. Interestingly, the single-cell RNA-seq data indicated that transcriptional differences between wild-type and Setd2-KO NPCs were more evident during later stages of differentiation. There, we observed important markers related to the transition from progenitor to post-mitotic genes, such as Pax3, Pax6, Epha3, Myt1, or Uncx, to be differentially regulated in the absence of SETD2. To test if we can overcome the differentiation deficiency caused by the SETD2 depletion, we forced increased expression of neuronal genes through inducing ectopic expression of the master transcription factors Neurogenin 1 and Neurogenin 2 in *Setd2*-KO NPCs. This led to the re-expression of several neuronal marker genes and increased generation of fully differentiated neurons, indicating that the absence of SETD2 can be compensated.

H3K36me3 has been proposed to play important roles in regulating transcriptional elongation, gene body chromatin, or to prevent spurious transcription initiation from gene bodies (McDaniel and Strahl, 2017). By comparing genome-wide measurements for chromatin states and transcription in wild-type and *Setd2*-KO NPCs, we were not able to associate the observed changes in gene expression with the loss of H3K36me3. However, RNA Pol II occupancy at genes downregulated in Setd2-KO cells was reduced at promoters and gene bodies, in agreement with reduced gene expression. At the same time, genes that lost H3K36me3 in the absence of SETD2 did not display any changes in transcription or major differences in RNA Pol II occupancy. This lack of correlation points to a potential non-catalytic role of SETD2, which we further substantiated by showing that neurons expressing a catalytic dead SETD2 or neurons grown in the presence of the SETD2 inhibitor EPZ-719 were able to differentiate. This finding is in line with a previous study, which showed that H3.3K36A mutations in both H3.3 genes are compatible with neuronal differentiation of ESCs and that the resulting changes in H3K36me3 do not necessarily alter gene expression (Gehre et al, 2020). Non-catalytic roles for histone-modifying enzymes have been previously described, indicating that cellular functions of chromatin modifiers can extend beyond their histone-modifying capacity (Morgan and Shilatifard, 2023). For example, the catalytic activity of the H3K4me1 methyltransferases MLL3-MLL4 has been reported to be dispensable for naive to primed transition of mESC, which is blocked in full KO cells (Dorighi et al, 2017).

To investigate the mechanism underlying the non-catalytic role of SETD2 during neuronal differentiation, we fused the SRI domain of SETD2 that binds to the Ser2-phosphorylated CTD of RNA Pol II (Kizer et al, 2005) to the promiscuous biotin ligase TurboID in order to investigate the protein interactome of the elongating RNA Pol II in the presence and absence of SETD2. Proximity biotinylation, followed by quantitative mass spectrometry, identified 90 significantly enriched proteins associated with RNA Pol II transcription, the elongation and splicing machinery, and chromatin regulation. Among these factors, we identified four out of five core subunits of the Polymerase Associated Factor 1 Complex (PAF1C; PAF1, CTR9, CDC73, and LEO1) and the PAF1C-associated factors SUPT6, IWS1, WAC, RNF20 to be depleted in *Setd2*-KO NPCs. PAF1C interacts with the elongating RNA Pol II in gene bodies and is essential for co-transcriptional processes and Pol II processivity (Francette et al, 2021; Hou et al, 2019). Absence of PAF1C results in decreased H3K36me3 (Chu et al, 2007) and H2B ubiquitination (Ng et al, 2003), further connecting the activity of this complex with histone modifications at transcribed genes. Along these lines, we also observe a reduction of RNF20, the E3 ligase responsible for H2B ubiquitination in mammals, as well as WAC, a factor involved in linking RNF20/40 with the elongating RNA Pol II (Kim et al, 2005; Zhang and Yu, 2011), resulting in reduced H2BK120ub levels in *Setd2*-KO NPCs.

These results suggest that the absence of SETD2 could directly or indirectly influence the association of PAF1C with the elongating polymerase, potentially attenuating productive transcriptional elongation (Appendix Fig. 13E). How SETD2 contributes to the association of PAF1C with the elongation machinery is unclear. One speculation could be that it directly contributes as a structural component that helps to stabilize PAF1C by interacting with the S2-phosphorylated Pol II CTD via its C-terminal SRI domain, while it’s N-terminal IDR, which has been identified to form condensates (Bhattacharya et al, 2021), could contribute to the stability of the elongation complex. Along these lines, PHF3, another S2-phosphorylated-CTD interacting protein, has been suggested to influence elongation through regulating phase separation of phosphorylated Pol II (Appel et al, 2021). Alternatively, SETD2 could influence PAF1C association with the elongating RNA Pol II indirectly. This could be via regulating interaction factors or RNA Pol II, such as SUPT6 and IWS1, that we have identified to be depleted from RNA Pol II in the absence of SETD2. SUPT6 has been shown to facilitate recruitment of PAF1C to RNA Pol II and is required for PAF1C’s association with elongating RNA Pol II (Aoi et al, 2022; Vos et al, 2018), while the SUPT6 partner protein, IWS1, has been suggested to connect SETD2 and SUPT6 (Yoh et al, 2008). Alternatively, transcriptional changes in the absence of SETD2 could influence the presence and therefore the stoichiometry of such factors, resulting in reduced interactions with RNA Pol II. Along these lines, a recent study profiled nuclear proteomes from wild-type and *Setd2*-KO U2OS cells and identified a global reduction of RNA Pol II components and factors involved in elongation, including PAF1C members, in the absence of SETD2 (Kopczyńska et al, 2026). Future biochemical studies will allow to address the exact role of SETD2 in mediating PAF1C interactions with the elongating machinery.

Taken together, we suggest a novel, non-catalytic role of SETD2 in promoting transcription of neuronal genes during differentiation and promoting the association of the PAF1 complex with the elongating RNA Pol II. Although the PAF1C interaction with RNA Pol II is only mildly affected in the absence of SETD2, this could influence the productive transcription of long neuronal genes, linking the two observations together. Previous studies identified a role for SETD2 in promoting ESC to endoderm differentiation (Zhang et al, 2014), and *Setd2* loss-of-function mutations or deletions are frequently found in renal cell carcinoma and associated with increased metastasis (The Cancer Genome Atlas Research Network, 2013; Duns et al, 2010). In addition, heterozygous mutations in *Setd2* cause developmental delay, intellectual disability, brain deformities, and macrocephaly (Luscan et al, 2014; Wu et al, 2023; Xu et al, 2021). Our study identifies novel roles of SETD2 in promoting neuronal gene expression, offering novel insights into potential mechanisms underlying these diseases.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
HA36CB1 mouse ESC	Baubec et al, 2013	
HA36CB1 Setd2-KO	Baubec et al, 2015	
HA36CB1 DNMT-TKO	Domcke et al, 2015	
HA36CB1 EED-KO	Manzo et al, 2017	
HA36CB1 Setd2-DNMT-QKO	This study	
HA36CB1 Setd2-FKBP	Molenaar et al, 2022	
**Recombinant DNA**		
pX330-U6-Chimeric_BB-CBh-hSpCas9	Addgene	42230
pRR-Puro	Addgene	65853
Ngn1/2_rtTA3	Addgene	61472
**Antibodies**		
Anti-Biotin	Sigma-Aldrich	3737373
Anti-RNAP2-S2P	Abcam	Ab5095
Anti-Tuj1(B-Tubulin III)	Sigma	T8660
Anti-Ki-67	eBioscience	
Anti-CD24a	eBioscience	M1/69
Anti-CD56	BD Biosciences	809220
Anti-SETD2	AbClonal	A3194
H3K36me3	Abcam	Ab9050
H3K79me2	Millipore	04-835
H2BK120Ub	Medimabs	MM-0029-P
Histone H1	Millipore	AE04
NEUROG1	Santa Cruz	Sc-100332
Lamin B1	Santa Cruz	Sc-374015
HA	Abcam	Ab9110
Streptavidin-HRP	pierce	21130
Total Pol2	MABI0601	MBL
H3K4me3	Abcam	Ab8580
H4-panacetyl	ActiveMotif	B_2687872
H3K27me3	Diagenode	C15410195
**Oligonucleotides and other sequence-based reagents**		
Primers	This study	Dataset EV4
**Chemicals, enzymes, and other reagents**		
DMEM	Thermo	61965059
FCS	Gibco	
Non-essential AA	Thermo	11140035
Glutamax	Thermo	35050061
β-mercaptoethanol	Thermo	31350010
LIpfectamine 3000	Thermo	L3000015
OptiMEM	Thermo	31985070
Zeocin	Invitrogen	R25001
dTAG13	Sigma	SML2601
EPZ-719	Sigma	SML3949
DMSO	VWR	A3672
Foxp3/Transcription Factor Staining Buffer	Thermo	00-5523-00
DAPI	Sigma	H-2000-2
LIVE/DEAD Fixable Near-IR Dead Cell Stain	Invitrogen	L34975
Peroxidase IHC Detection Kit	Thermo	36000
RNeasy Plus mini	Qiagen	74134
SuperScript III First-Strand Synthesis	Invitrogen	18080051
RnaseH	NEB	M0297S
KAPA SYBR FAST qPCR Kit	Sigma	
**Software**		
Fiji		version 21.07/1.54p
FlowJO	Tree Star	Version 10.7
nf-core/rnaseq	https://github.com/nf-core/rnaseq	Version 3.12.0
trimgalore	https://github.com/FelixKrueger/TrimGalore	
STAR	Dobin et al, 2013	
salmon	https://github.com/COMBINE-lab/salmon	Version 1.10.1
EdgeR	Robinson et al, 2010	Version 4.6.3
FGSEA	Korotkevich et al, 2016	
ISMARA	Balwierz et al, 2014	https://ismara.unibas.ch/mara/
rMATS-turbo	Wang et al, 2024	Version 4.0.2
cutadapt	Martin, 2011	Version 4.9
STARsolo	Kaminow et al, 2021	Version 2.7.11
scanpy	Wolf et al, 2018	Version 1.10
miloDE	Missarova et al, 2024	Version 4.5
Bowtie2	https://github.com/BenLangmead/bowtie2	Version 2.5.1
SAMtools	https://www.htslib.org	Version 1.20
picard	https://broadinstitute.github.io/picard/	Version 3.1.1
Deeptools	https://deeptools.readthedocs.io/en/latest/	Version 3.5.5
QuasR	Gaidatzis et al, 2015	Version 4.5
Enrichr	Kuleshov et al, 2016	https://maayanlab.cloud/Enrichr/
**Other**		
NEB Next Poly(A) mRNA Magnetic Isolation Module	NEB	
NEB Next UltraTM II Directional RNA Library Prep Kit for Illumina	NEB	
Nextera DNA Library Prep Kit	Illumina	
AmpureXP beads	Beckman Coulter	
MinElute PCR purification columns	Qiagen	
TapeStation2200	Agilent	
Illumina HiSeq 4000	Illumina	
Illumina NovaSeq	Illumina	
LSM 700	Zeiss	
Plan-Apochromat 63×1.4	Zeiss	
FACSFortessa	BD Biosciences	
QuantStudio 5 Real-Time PCR System	Applied Biosciences	

### Cell line generation, cell culture, and neuronal differentiation

Mouse embryonic stem cells (HA36CB1) were cultured on 0.2% gelatine-coated dishes in DMEM (Invitrogen), supplemented with 15% fetal calf serum (Invitrogen), 1× non-essential amino acids (Invitrogen), 1× Glutamax (Invitrogen), homemade leukemia inhibitory factor (LIF), and 0.001% β-mercaptoethanol (Invitrogen) at 37 °C and 7% CO_2_. ESC lines were differentiated as previously described (Bibel et al, 2004), except that no feeder cells were used. Microscopy images were taken at ×100 magnification. Cell count assays were performed using live/dead stain and TC20™ Automated Cell Counter (BioRad).

*Setd2*-KO in *Dnmt*-triple KO mouse ESC background was generated using CRISPR/Cas9. The Cas9 sgRNA sequences, as previously described (Baubec et al, 2015), were cloned into the pX330-U6-Chimeric_BB-CBh-hSpCas9 (Addgene 42230). Transfections together with pRR-Puro recombination reporter (Addgene 65853) were conducted using Lipofectamine 3000 reagent (L3000015, Thermo Fisher Scientific) at a 2:1 Lipofectamine/DNA ratio in OptiMEM (31985070, Thermo Fisher Scientific). Thirty-six hours later, cells were selected with 2 μg/ml puromycin for another 36 h. ESCs containing a homozygous CGT to CAC in-frame mutation at position R1599H of *Setd2* were generated using CRISPR/Cas9. Here, donor plasmids for homologous repair, containing 1 kb homologous sequences upstream and downstream of the cut site and a mutated PAM site, were co-transfected in a 1:2.5 (sgRNA:donor) ratio together with sgRNA and the pRR-Puro reporter using lipofection. The R1599H mutation was confirmed by PCR and Sanger sequencing, as well as immunoblotting for H3K36me3 levels.

*Setd2*-KO ESCs with inducible expression of Neurogenin 1 and 2 (iNgn1/2) were generated as described previously with adaptations (Busskamp et al, 2014). A doxycycline-inducible rtTA3 system (Addgene 61472) was randomly integrated using 20 µg of linearized plasmid with bleomycin resistance. Cells were treated with 200 µg/ml Zeocin (InvivoGen). The TetON-inducible Ngn2-2A-Ngn1 ESCs in the *Setd2*-KO background were then obtained by recombinase-mediated cassette exchange (RMCE) (Baubec et al, 2013) with an expression plasmid for CRE recombinase in a 1:0.6 DNA ratio. Similarly, shRNA-inducible ESCs were generated using a TetON-inducible system for a shRNA against *Setd2*, expressed from the RMCE site. Positive clones were confirmed by Sanger sequencing, RT-qPCR, and immunoblotting. Oligo sequences available in Dataset EV4. Inducible shRNA-mediated knockdown as well as iNgn1/2 cell lines were treated with 1 µg/ml doxycycline (Sigma-Aldrich). The Setd2-FKBP dTAG mESC lines were generated and validated as described in (Molenaar et al, 2022), and dTag13 (Sigma) treatments were conducted at 0.5 µM concentrations for different durations as described in the text. Treatments with the SETD2 inhibitor EPZ-719 (Sigma) were performed at 0.5 µM as described (Lampe et al, 2021). All cell lines used in this study tested negative for mycoplasma contamination.

### Immunofluorescence microscopy

mESCs seeded onto 0.2% gelatin-coated 12-well removable chambers (Ibidi, 81201) were incubated with 50 μM Biotin for 1 h. Immunofluorescence was performed according to (Schmolka et al, 2023), using the following primary antibodies: anti-Biotin (Sigma-Aldrich—3737373, 1:500) and anti RNAPII-S2P (Abcam—ab5095, 1:1000), diluted in 1% BSA blocking buffer. For TN immunofluorescence, NPCs were seeded on acid-washed coverslips (0.13-0.16 mm—Ted Pella, #26020), coated with poly-L-ornithine-laminin and immunofluorescence was performed as above using Anti-B-Tubulin III (Tuj1), (Sigma T8660, 1:2000). Images were acquired with a confocal laser scanning microscope Zeiss LSM 700 (Biology Image Center, Utrecht University, Netherlands) with a Plan-Apochromat 63×1.4 NA oil immersion objective (Carl Zeiss, Germany) using the 405, 488 and 568-nm lasers. Images were processed with Fiji (version 21.07/1.54p). Colocalization coefficients (Mander’s correlation), calculated from pixel intensities within regions of interest generated from DAPI-stained nuclear segmentation, were obtained using the coloc2 plugin from Fiji. Where necessary, cells were equally adjusted for brightness and contrast.

### Surface marker and cell cycle analysis using flow cytometry

Single-cell suspensions were obtained through trypsinization and filtered through 40-um cell strainers (BD Biosciences). For cell cycle and Ki-67 measurements, single-cell suspensions were fixed and permeabilised for 30 min at 4 °C with Foxp3/Transcription Factor Staining Buffer set (eBioscience). Anti-Ki-67 or isotype control (eBioscience) was added and incubated for 45 min at RT in permeabilisation buffer. DAPI (5 μg/ml, Sigma) was added as a fluorescent DNA stain 5 min prior to FACS measurements and incubated at RT in the dark. For CD24 and CD56 measurements in neuronal progenitors, single-cell suspensions were obtained from neuronal progenitors after 8 days of differentiation. Cells were incubated for 30 min at 4 °C with a saturating concentration of anti-CD24a monoclonal antibody (1:200) (eBioscience, Clone M1/69) and anti-CD56 monoclonal antibody (1:200) (BD Biosciences, clone 809220). LIVE/DEAD Fixable Near-IR Dead Cell Stain (L34975, Invitrogen) was used to discriminate cell viability. Samples were acquired using a FACSFortessa (BD Biosciences), and data were analyzed using FlowJo software (version 10.7, Tree Star).

### Protein extraction and immunoblotting

Crude nuclear extracts from cells were obtained as described in ref. (Manzo et al, 2017), histones were acid-extracted according to ref. (Villaseñor et al, 2020). Membranes were blocked with 5% milk in TBS with 0.1% Tween20 and incubated with primary antibodies against SETD2 (1:1000, A3194, ABclonal, LOT 0071240201), H3K36me3 (1:5000, ab9050, Abcam, LOT GR3210075-1), H3K79me2 (1:2000, 04-835, Milipore, clone NL-59), H2BK120ub (1:2000, MM-0029-P, Medimabs, clone NRO3), anti-histone H1 (1:5000, AE04, Millipore, LOT 3087175), anti-NEUROG1 (1:1000, sc-100332, Santa Cruz Biotechnology, LOT F1119), anti-LAMIN B1 (1:1000, sc-374015, Santa Cruz Biotechnology, LOT J3019), anti-HA (1:1000, ab9110, Abcam), Streptavidin-HRP (1:20000, Pierce, clone 21130), overnight at 4 °C. Protein detection was facilitated using species-specific antibodies conjugated to horseradish peroxidase and Pierce® Peroxidase IHC Detection Kit (Thermo Scientific).

### RNA isolation, cDNA synthesis, and RT-qPCR

RNA was isolated from mouse ESCs, cellular aggregates, NPCs, and terminal neurons using the RNeasy Plus mini kit (Qiagen). Coding DNA was synthesized from 2 μg isolated RNA with SuperScript III First-Strand Synthesis (Invitrogen) for 60 min at 50 °C using Oligo(dT) (Thermo Fisher), followed by heat-inactivation for 10 min at 85 °C. Residual RNA was digested with two units RNaseH (NEB) for 20 min at 37 °C. Target sequences were quantified by real-time qPCR analysis using a KAPA SYBR FAST qPCR Kit (Sigma-Aldrich) on a QuantStudio 5 Real-Time PCR System (Applied Biosystems). Comparative quantification (ddCt) was used to determine transcript levels relative to the housekeeping gene *Hprt*. Each sample was run in at least technical triplicate. Oligo sequences are available in Dataset EV4.

### PolyA RNA-sequencing and differential gene expression analysis

Total RNA was isolated from NPCs using the RNeasy Plus mini kit (Qiagen). RNA integrity was measured using a model 2100 Bioanalyzer (Agilent). PolyA-tailed mRNAs were isolated and enriched using NEB Next Poly(A) mRNA Magnetic Isolation Module according to the manufacturer’s instructions. Libraries for 1 µg mRNA were prepared using NEB Next UltraTM II Directional RNA Library Prep Kit for Illumina. Sequencing of library pools and read processing were performed on Illumina HiSeq4000 according to Illumina standards, with 125-bp single-end sequencing. Quality control, read mapping, and quantification were performed using nf-core/rnaseq v3.12.0. Reads were adapter- and quality-trimmed with trimgalore and aligned to the *Mus musculus* reference genome (GRCm39/mm39) using STAR (Dobin et al, 2013). Transcript and gene-level quantification were performed with Salmon (v1.10.1), and gene annotation was based on GENCODE release M35 (gencode.vM35.annotation.gtf). Differential gene expression analysis was performed using the edgeR package (Robinson et al, 2010). Genes with low expression across all samples were filtered with filterByExpr. Library sizes were normalized using the trimmed mean of M values (TMM) method, and differential expression was assessed with the quasi-likelihood framework (qlmQLFit) followed by glmTreat, testing for changes with |log2 fold change | >1 at a false discovery rate (FDR) < 0.05. Gene ontology enrichment analysis on differentially expressed genes was performed using the goana() function in edgeR. GSEA analysis was performed using FGSEA (Korotkevich et al, 2016), while collapsing similar pathways for better representation. Motif response analysis was performed using the ISMARA online tool (Balwierz et al, 2014). Figures, including MA plots, violin plots of gene sizes, and GSEA bar plots, were generated using ggplot2.

### Alternative splicing analysis

Differential alternative splicing events were analyzed using rMATS-turbo (v4.0.2) (Wang et al, 2024), starting from RNA-seq BAM files. rMATS detects and quantifies five major classes of alternative splicing events (skipped exons, alternative 5′ splice sites, alternative 3′ splice sites, mutually exclusive exons, and retained introns) by integrating junction and exon body reads. For downstream filtering, events were required to meet the following criteria: a minimum read coverage of 10 and a percent spliced-in (PSI) between 0.05 and 0.95. Significant events were defined as those with FDR < 0.01 and an absolute ΔPSI ≥ 0.05.

### Single-cell RNA-sequencing and data analysis

scRNA-seq was performed in 384-well plates according to the sortSeq protocol as described before (Muraro et al, 2016). Paired-end .fastq files were obtained for each sample, where Read-1 contains the cell barcodes in celseq2 format (6-base UMI; 8-base barcode), and Read-2 contains the 3’-mapping reads from the transcript. The raw reads were trimmed for quality with cutadapt (v4.9) (Martin, 2011), mapped to mm39/GRCm39 genome using STARsolo workflow (v2.7.11) (Kaminow et al, 2021), to yield gene-level counts based on the genomic annotation from gencode (v35). The mapping and counting workflow is available here: https://github.com/bhardwaj-lab/snakepit/blob/master/map_scRNAseq.Snakefile (v.1.0). Downstream analysis was performed via scanpy (v1.10) (Wolf et al, 2018). Cells were filtered based on the following parameters: total_counts <1000, protein_coding fraction >0.7, n_genes_by_counts <=10,000, pct_counts_in_top_100_genes <80. Counts were normalized to 10,000 (excluding highly expressed genes) and log-transformed. PCA was performed on 3000 highly variable genes, 15 nearest neighbors were used to create a neighborhood graph, and Leiden clustering was performed on the graph. UMAP projection was performed on the PAGA graph using parameters: min_dist=0.5, spread=5, init_pos = ‘paga’. Marker genes were detected per cluster using the ‘t-test_overestim_var’ method, and the clusters were manually annotated into five groups based on the markers. For differential expression analysis, we used the PCA output to create a 2nd order KNN graph (*k* = 20) and performed DE analysis between wild-type (WT) and knockout (KO) cells per neighborhood using miloDE in R (v4.5) (Missarova et al, 2024), which uses edgeR (v4.6.3) to compare the aggregated WT and KO counts per neighborhood. The corrected *P* values across all genes (*P *< 0.05) were used to identify DE genes, which were then used for plotting.

### Chromatin immunoprecipitation (ChIP) and ATAC -sequencing and read processing

Histone ChIP experiments and sequencing were performed as previously described (Villaseñor et al, 2020). Here, 100 µg chromatin were incubated with 5 µg of either H3K36me3 (ab9050, Abcam), total Pol II (MABI0601, MBL), Ser2-P RNA Pol II (ab5095, Abcam), H3K4me3 (ab8580, Abcam), H4-panacetyl (B_2687872, ActiveMotif), or H3K27me3 (C15410195, diagenode) antibody. Sequencing of library pools was performed on Illumina NovaSeq according to Illumina standards, with 150-bp single-end sequencing. The ATAC-seq reaction was performed with 50,000 cells as previously described, with minor adjustments of the protocol, using the Nextera DNA Library Prep Kit (Illumina) together with the barcoded primers from the Nextera Index Kit (Illumina). In brief, an additional size selection step was performed after the first five cycles of library amplification. For this, the PCR reaction was incubated with 0.6× volume of Ampure XP beads (Beckman Coulter) for 5 min to allow binding of high-molecular-weight fragments. Beads containing long DNA fragments were separated on a magnet, and the supernatant containing only small DNA fragments below roughly 800 bp was cleaned up using MinElute PCR purification columns (Qiagen). All libraries were amplified for 12 cycles in total, visualized and quantified with a TapeStation2200 (Agilent), and sequenced as mentioned above.

Library demultiplexing was performed following Illumina standards. Samples were filtered for low-quality reads as well as adapter sequences using trimgalore. All files were aligned to the reference mouse genome assembly GRCm39 (mm39) using Bowtie2 (v2.5.1). Multiple-matching reads were eliminated using SAMtools (v1.20). Duplicated reads were removed by Picard (v3.1.1). DeepTools (v3.5.5) was used for read depth normalization and visualization. Wiggle tracks were obtained with QuasR and visualized with the UCSC genome browser.

### ChIP-seq analysis

For promoters/gene body analyses, sequencing depth-normalized read counts were computed in promoter regions (2 kb around TSS) and gene bodies ( + 2 kb downstream from TSS). For genome-wide cross-correlations, the mm39 genome was tiled into 1-kb windows, and per-tile normalized read counts were obtained. Pairwise Spearman correlations were visualized as heatmaps. For the calculation of the pausing index, ChIP-seq signals of total RNA Pol II were used. The pausing index was calculated as the ratio of normalized counts in the promoter window (−50 bp to +300 bp around the TSS) over the early gene body ( + 650 bp to +1000 bp from TSS) for genes with length greater than 2 kb. For quantification of H3K36me3 signal over the spliced regions, skipped exon, retained intron, and mutually exclusive exon events were used. H3K36me3 signal was normalized for sequencing depth and region length, with the spliced region defined as the genomic interval spanning from the start of the upstream constitutive exon to the end of the downstream constitutive exon.

### ChromID and label-free MS data acquisition and analysis

ChromID samples were prepared as previously described in ref. (Villaseñor et al, 2020). In brief, nuclear extraction of SRI-TurboID NPCs of wild-type and Setd2-KO background was performed after biotin incubation for 12 h, followed by affinity purification through streptavidin beads, high-stringency washes, and on-bead digestion. MS data acquisition was performed as described in ref. (Villaseñor et al, 2020) using randomization. In brief, samples (quadruplicates per condition) were cleaned up by C18 StageTips. Peptides were detected by data-dependent acquisition via mass spectrometry. Proteins were identified and quantified from the raw acquisition data as well as processed using MaxQuant (Cox and Mann, 2008). The mouse reference proteome (UniProtKB/Swiss-Prot) version 2018_12 combined with manually annotated contaminant proteins was searched with protein and peptide false discovery rate (FDR) values set to 1%, and the match-between-runs algorithm was enabled. Statistical analysis was conducted using Proteus (Gierlinski et al, 2018). LFQ intensity values were log2-transformed, and outlier samples were determined based on low peptide or protein counts. Subsequently, Proteus’ limma-wrapper (Ritchie et al, 2015) was used to determine potential interactors in respective contrasts (bait vs. control of the same genetic background) with an FDR of 0.05 as a significance threshold. For gene ontology term analysis, differentially enriched proteins of bait conditions were combined and parsed to Enrichr (Kuleshov et al, 2016).

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Source data Fig. 1

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

## Data Availability

High-throughput sequencing data obtained from ChIP-seq, ATAC-seq, RNA-seq, and single-cell RNA-seq studies were deposited to NCBI Gene Expression Omnibus under the following accessions: GSE278955 (RNA-seq), GSE278956 (ChIP-seq), GSE278957 (ATAC-seq), GSE321694 (scRNA-seq). Scripts used to analyze genomics and proteomics data were deposited to https://github.com/BaubecLab/Setd2. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-026-00768-2.

# Supplementary material for: The H3K36me3 methyltransferase SETD2 contributes to PAF1C interactions with RNA Pol II and is required for neuronal differentiation
**Source:** EMBO J. 2026 Apr 10;45(10):3430–43. doi: 10.1038/s44318-026-00768-2
**Supplement:** Supplementary file 1 — Appendix

**Appendix for: The H3K36me3 methyltransferase SETD2 contributes to PAF1C interactions with RNA Pol II and is required for neuronal differentiation**

Christina Ambrosi<sup>1,2</sup>, Ramon Pfaendler<sup>1,2,a</sup>, Kristeli Eleftheriou<sup>3</sup>, Stefan Butz<sup>1,2</sup>, Davide Recchia<sup>1,2,3</sup>, Xue Bao<sup>3</sup>, Richard Cardoso da Silva<sup>3</sup>, Niklas Kupfer<sup>3</sup>, Ilse Lagerwaard<sup>3</sup>, Hanneke Vlaming<sup>3</sup>, Nina Schmolka<sup>1,b</sup>, Vivek Bhardwaj<sup>3</sup>, and Tuncay Baubec<sup>1,3,\*</sup>

**Table of Contents**

|                               |
|-------------------------------|
| Appendix Figure S1 - page 2   |
| Appendix Figure S2 - page 3   |
| Appendix Figure S3 - page 4   |
| Appendix Figure S4 - page 6   |
| Appendix Figure S5 - page 8   |
| Appendix Figure S6 - page 10  |
| Appendix Figure S7 - page 11  |
| Appendix Figure S8 - page 13  |
| Appendix Figure S9 - page 15  |
| Appendix Figure S10 - page 16 |
| Appendix Figure S11 - page 18 |
| Appendix Figure S12 - page 20 |
| Appendix Figure S13 - page 22 |

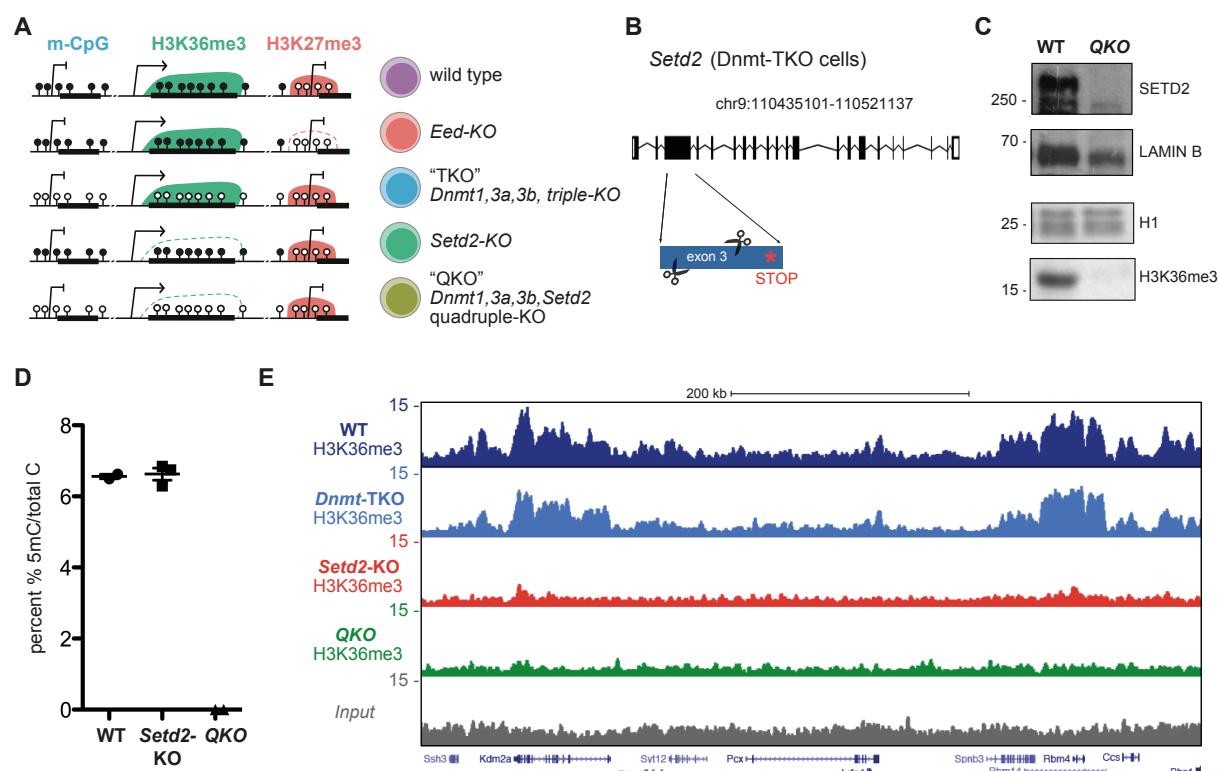

**Appendix Figure S1. (A)** Schematic overview of mESC lines utilized in this study. *Eed*-KO lack H3K27me3, *Dnmt*-TKO lack DNA methylation (5mC), *Setd2*-KO cells lack H3K36me3, and QKO (*Setd2*-KO in *Dnmt*-TKO) cells lack both H3K36me3 and 5mC. **(B)** CRISPR-Cas9 knock-out strategy for *Setd2* in *Dnmt*-TKO background (QKO). Two guide RNAs targeting exon 3, result in an out-of-frame deletion and a downstream premature stop codon. **(C)** Immunoblot analysis for SETD2 and H3K36me3 levels in nuclear (top) and histone (bottom) extracts of wild-type (WT) and QKO mESCs. LAMIN B and H1 serve as loading controls. **(D)** HPLC-MS measurement of % methylcytosine content of cytosine extracted from genomic DNA indicates absence of methylation in the QKO cells. Error bars denote standard deviation from three independent replicate measurements. **(E)** Representative genome browser view of a chromosome 19 locus exemplifying differences in H3K36me3 signals between wild-type, *Dnmt* TKO, *Setd2*-KO, and QKO mESCs. Shown are read counts per 100 bp for ChIP-seq and input samples.

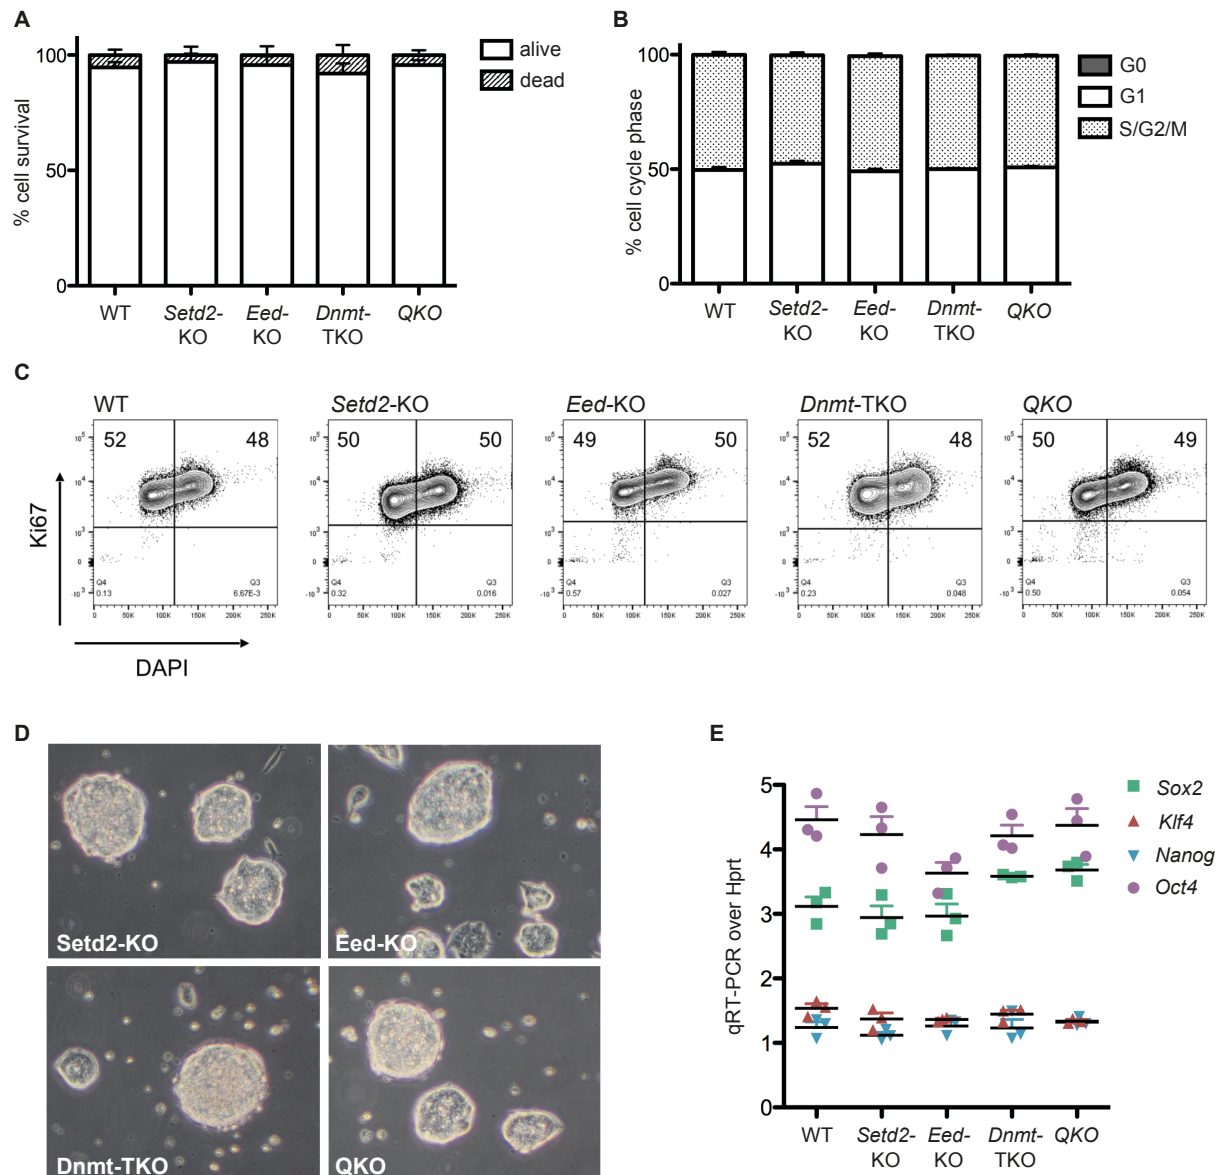

**Appendix Figure S2. (A)** Wild-type (WT), *Setd2*-KO, *Eed*-KO, *Dnmt*-TKO, and QKO mESCs were cultured in media containing leukemia-inhibitory factor (LIF) over three passages and dead/live cells were counted. **(B)** Ki-67 and DAPI cell cycle analysis by FACS. Shown are percentages of the different phases of WT, *Setd2*-KO, *Eed*-KO, *Dnmt*-TKO and QKO ESCs, based on two independent replicates. **(C)** Exemplary FACS analysis for Ki-67 and DAPI levels in WT, *Setd2*-KO, *Eed*-KO, *Dnmt*-TKO, and QKO mESCs. Highlighted are percentages of cells in Ki67+ (G1 phase) and Ki67+/DAPI+ (S/G2/M phase) clusters. **(D)** Microscopy images of *Setd2*-KO, *Eed*-KO, *Dnmt*-TKO and QKO mESCs in feeder-free culture at 100x magnification. **(E)** RT qPCR detection of pluripotency marker genes *Nanog*, *Pou5F1* (*Oct4*), *Klf4*, and *Sox2* in WT, *Setd2*-KO, *Eed*-KO, *Dnmt*-TKO, and QKO mESCs. *Hprt* served as internal control.

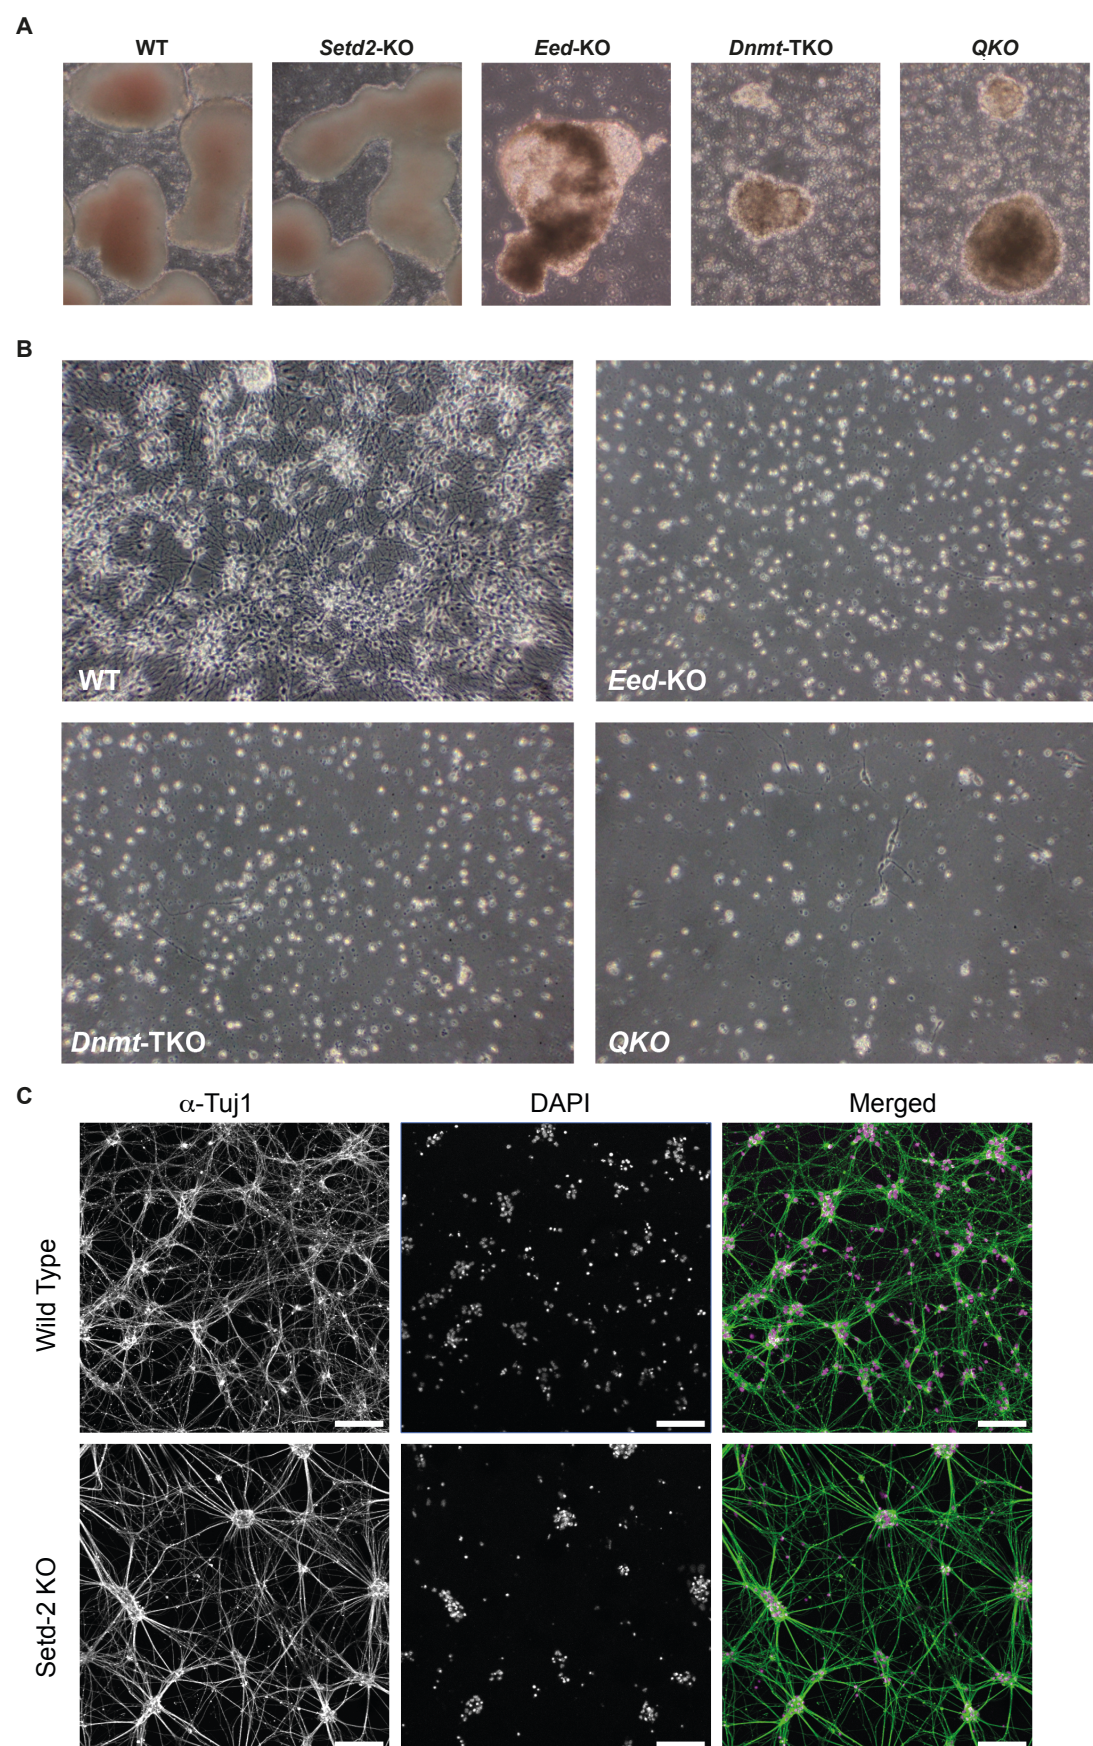

**Appendix Figure S3.** - Legend on next page

**Appendix Figure S3. (A)** Exemplary microscopy images of in vitro derived cellular aggregates at day 4 (CA<sub>d4</sub>) for WT, *Setd2*-KO, *Eed*-KO, *Dnmt*-TKO, and QKO cells at 100x magnification. **(B)** Exemplary microscopy images of in vitro derived, terminal neurons of wild-type, *Eed*-KO, *Dnmt*-TKO and QKO cells at day 14 at 100x magnification. **(C)** Representative immunofluorescence images of TNs generated from wild type and *Setd2* KO mESCs after 14 days post neuronal differentiation stained for the neuronal marker Tuj1 (green). Nuclei were visualized with DAPI (magenta). Scale bar = 50  $\mu$ m. Experiment was repeated twice.

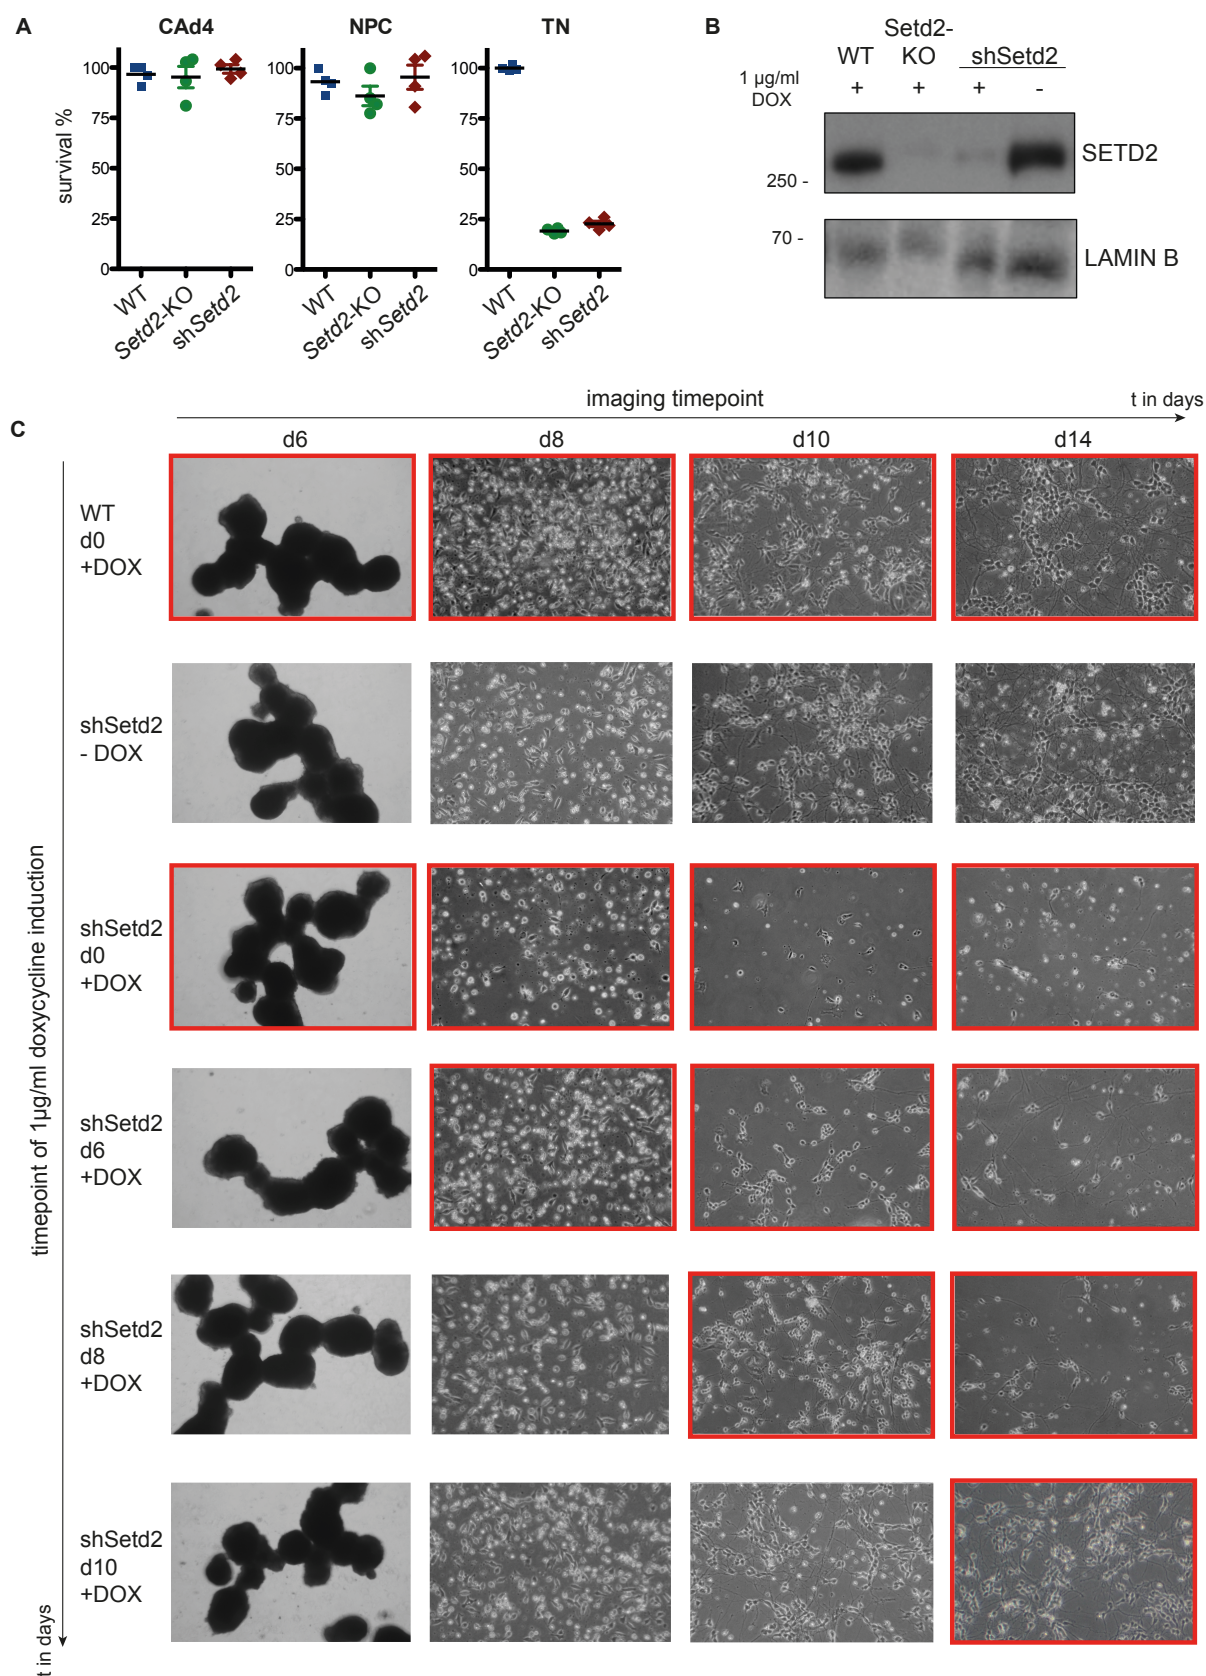

**Appendix Figure S4** – legend on next page

**Appendix Figure S4. (A)** Depicted are percentages of survival in WT, *Setd2*-KO, and cells harboring a constitutively expressed shRNA against *Setd2* (sh*Setd2*) at aggregate stage day 4 (CA<sub>d4</sub>), neural progenitor cells (NPCs), and terminal neurons (TNs). **(B)** Immunoblot analysis for SETD2 levels in nuclear extracts of WT, *Setd2*-KO, and Tet-inducible sh*Setd2* knockdown in terminal neurons at day d14 (+/- 1 µg/ml DOX). LAMIN B serves as loading control. **(C)** Time-resolved microscopy images of *in vitro* differentiation using Tet-inducible *Setd2* knockdown cell lines. Shown are images starting from cellular aggregates (CA) day 6 over neural progenitors at day 8 to terminal neurons at day 10 and 14. Treatment with 1 µg/ml doxycycline (DOX) was initiated at day 0, 6, 8, and 9; 100x magnification. Red boxes indicate images taken from neural cells in presence of DOX.

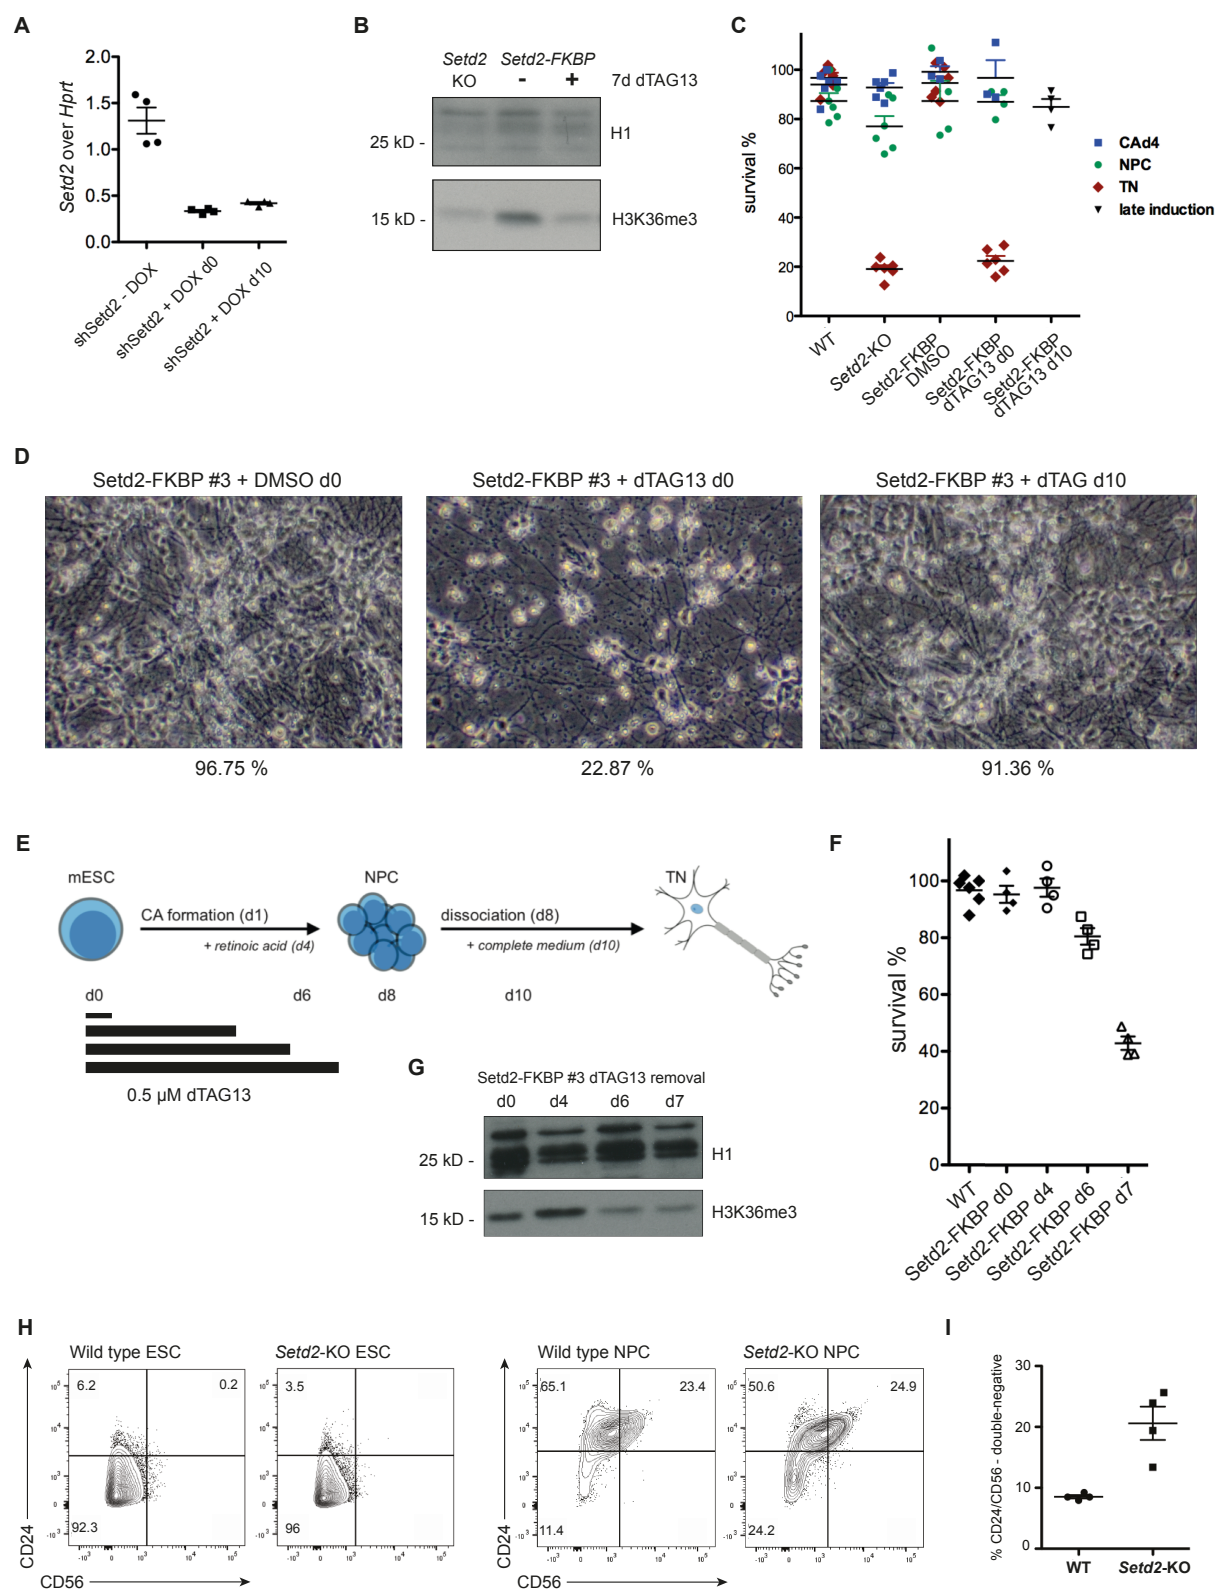

**Appendix Figure S5. (A)** RT qPCR of *Setd2* in Tet-inducible *Setd2* knockdown cells, differentiated to terminal neurons (day 14), shows efficient knock-down. Cells were treated with 1  $\mu$ g/ml doxycycline, always or from day 10 on. *Hprt* served as internal control. **(B)** Western blot analysis of H3K36me3 levels after SETD2-FKBP degradation with 0.5  $\mu$ M dTAG

for 7 days in ESC. **(C)** Cell count assay using live-dead stain at cellular aggregate stage day 4 (CA<sub>d4</sub>), neural progenitor cells (NPCs), and terminal neurons (TNs) stage day 14. Depicted are percentages for survival in WT, *Setd2*-KO, and wild type cells harboring endogenously tagged Setd2 with FKBP either constitutively treated with DMSO, 0.5  $\mu$ M dTAG13 throughout the entire differentiation process, or 0.5  $\mu$ M dTAG13 after day 10. **(D)** Microscopy images of *Setd2*-FKBP derived neurons at day d14 and at 100x magnification treated either with DMSO, 0.5  $\mu$ M dTAG13 throughout the entire differentiation process, or 0.5  $\mu$ M dTAG13 after day 10. Average percentages of survival after dissociation obtained from three independent experiments are indicated. **(E)** Treatment scheme for dTAG13 washout experiments. *Setd2*-FKBP ES cells were cultivated in the presence of 0.5  $\mu$ M dTAG13 for several passages before starting neuronal differentiation. dTAG13 was washed out at different timepoints (d0, d4, d6, and d7) and survival of neuronal cells was measured as previously described. **(F)** Survival of *Setd2*-FKBP neuronal cells, shown as percentage compared to wild type survival indicates that dTAG13 treatment duration during early steps of neuroprogenitor cell cultivation correlates with reduced survival at the neuronal stage. **(G)** Western blot indicates recovery of H3K36me3 levels measured at day 8 of NPC formation in *Setd2*-FKBP cells after dTAG13 washout at different time points of differentiation. **(H)** Exemplary FACS analysis for the neuronal surface proteins CD-24 and CD-56 in WT and *Setd2*-KO cells at ESC and NPC stage. Highlighted are percentages of committed cells in CD-24-positive, CD-24/CD-56 double-positive, and uncommitted CD-24/CD-56 double-negative clusters.

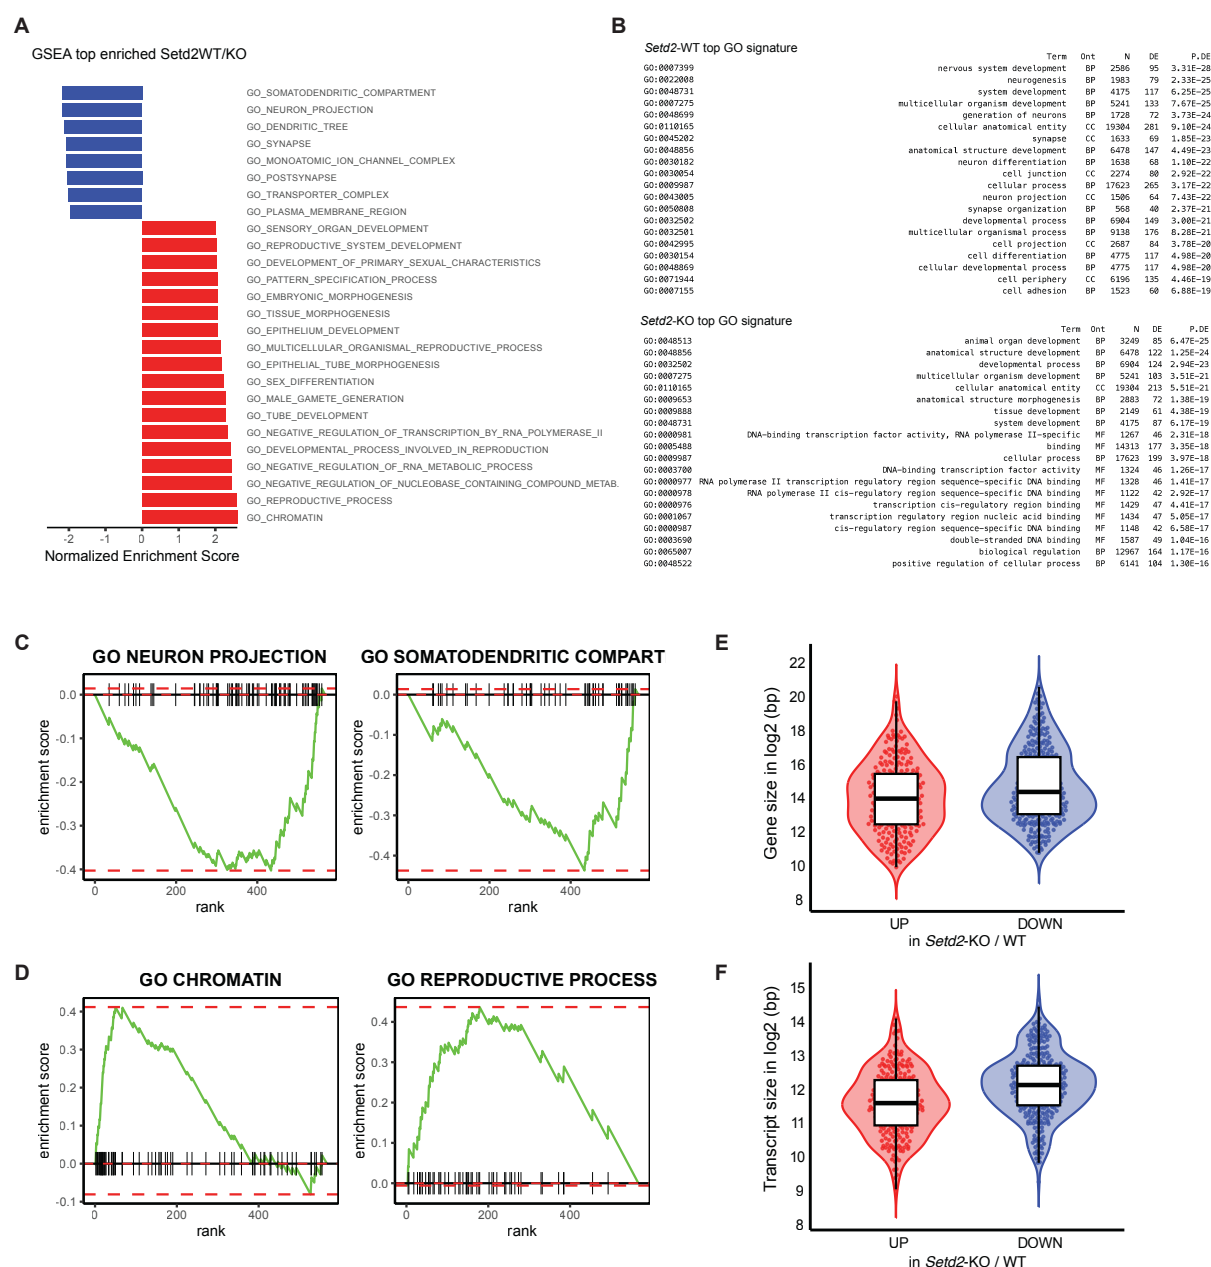

**Appendix Figure S6. (A)** Gene set enrichment analysis (GSEA) for differentially expressed genes indicated a reduction of neuronal gene expression in *Setd2*-deficient NPCs. Shown are the top-most enriched terms. **(B)** Gene ontology (GO) term analysis for differentially expressed genes in WT and *Setd2*-deficient NPCs. Shown are the top-most enriched terms. **(C-D)** Top two GO term enrichment scores for (C) downregulated and (D) upregulated genes in *Setd2*-KO cells. **(E-F)** Violin-box plots showing gene size (E) and transcript length (F) differences for up- and downregulated genes in *Setd2*-KO versus wild-type NPCs.

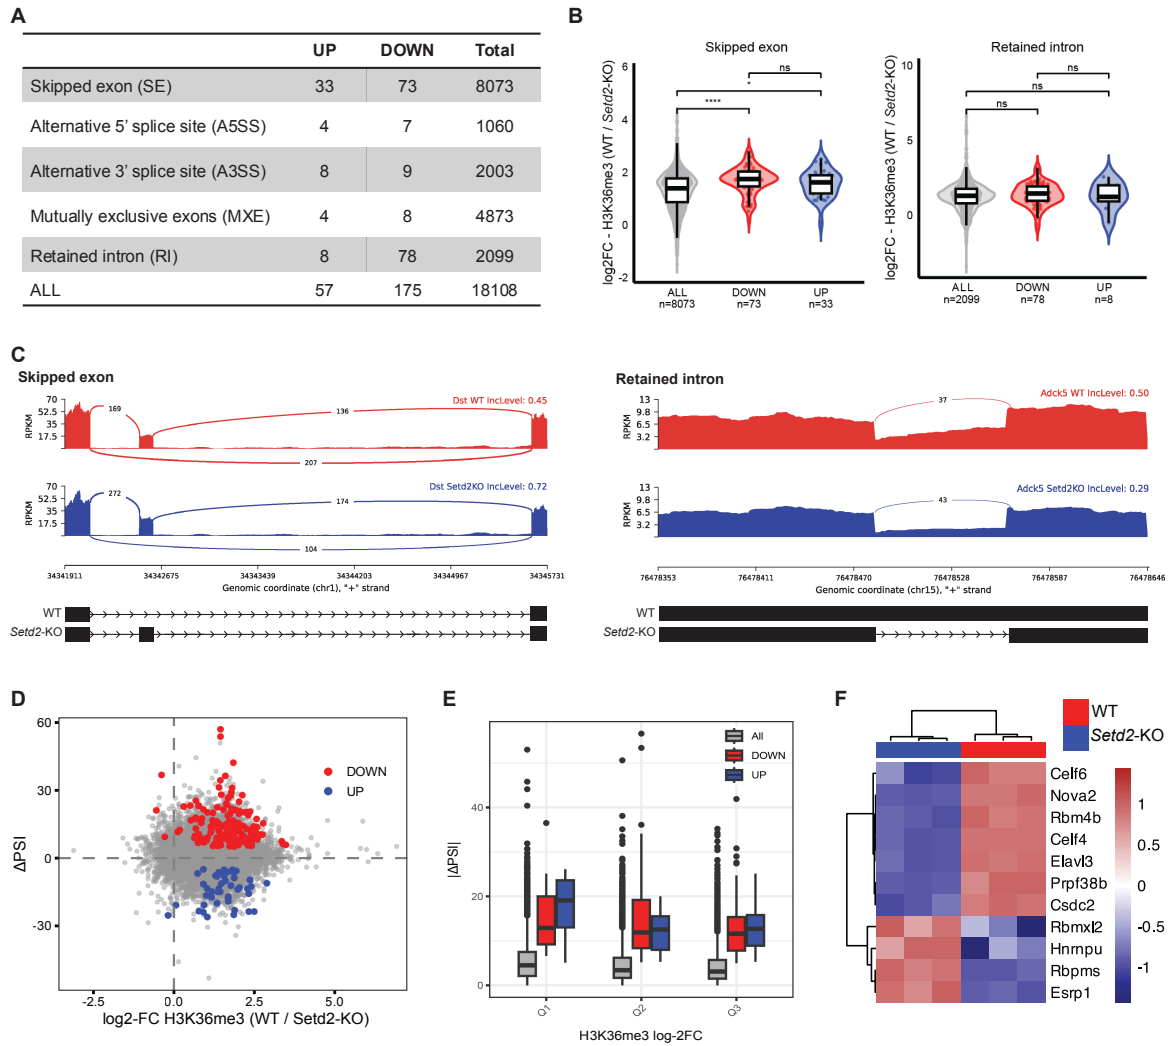

**Appendix Figure S7. (A)** Summary table of alternative splicing events identified by rMATS in Setd2-KO versus WT NPCs across five major alternative splicing categories. UP and DOWN refer to significantly increased or decreased levels of a splicing event in Setd2-KO cells relative to WT with  $\Delta$ PSI (percent spliced in)  $\geq 5\%$  and FDR  $< 0.01$ . Total corresponds to the overall number of events detected by rMATS across the dataset, irrespective of significance. **(B)** Violin plots showing log<sub>2</sub> fold-change in H3K36me<sub>3</sub> (WT/Setd2-KO) over skipped exons and retained introns for all detected events (ALL), decreased (DOWN), or increased in Setd2-KO (UP). Boxplots indicate the median and interquartile range. Whiskers extend to 1.5x IQR. Differences between groups were tested using Wilcoxon rank-sum test (\* $p < 0.05$ ; \*\*\*\*  $p < 0.0001$ ; ns, not significant). **(C)** Representative sashimi plots illustrating examples of a skipped exon event and a retained intron event, with junction read counts and inclusion levels (IncLevel) shown for WT (red) and Setd2-KO (blue). **(D)** Scatter plot of  $\Delta$ PSI (percent spliced in) versus log<sub>2</sub> fold-change of H3K36me<sub>3</sub> (WT/Setd2-KO) over the spliced region. Significantly altered events are highlighted in red (DOWN) or blue (UP). **(E)** Boxplots of  $\Delta$ PSI (percent

spliced in) for significant alternative splicing events stratified into quartiles based on the log2 fold-change of H3K36me3 signal (WT/Setd2-KO) measured over the affected regions. **(F)** Heatmap of differentially expressed RNA-binding proteins and splicing regulators in WT and Setd2-KO NPCs, showing altered expression patterns that may contribute to splicing changes. Expression values were obtained as TMM-normalized log2 counts per million from RNA-seq and visualized as relative expression values (z-scores). Hierarchical clustering was applied to both genes and samples.

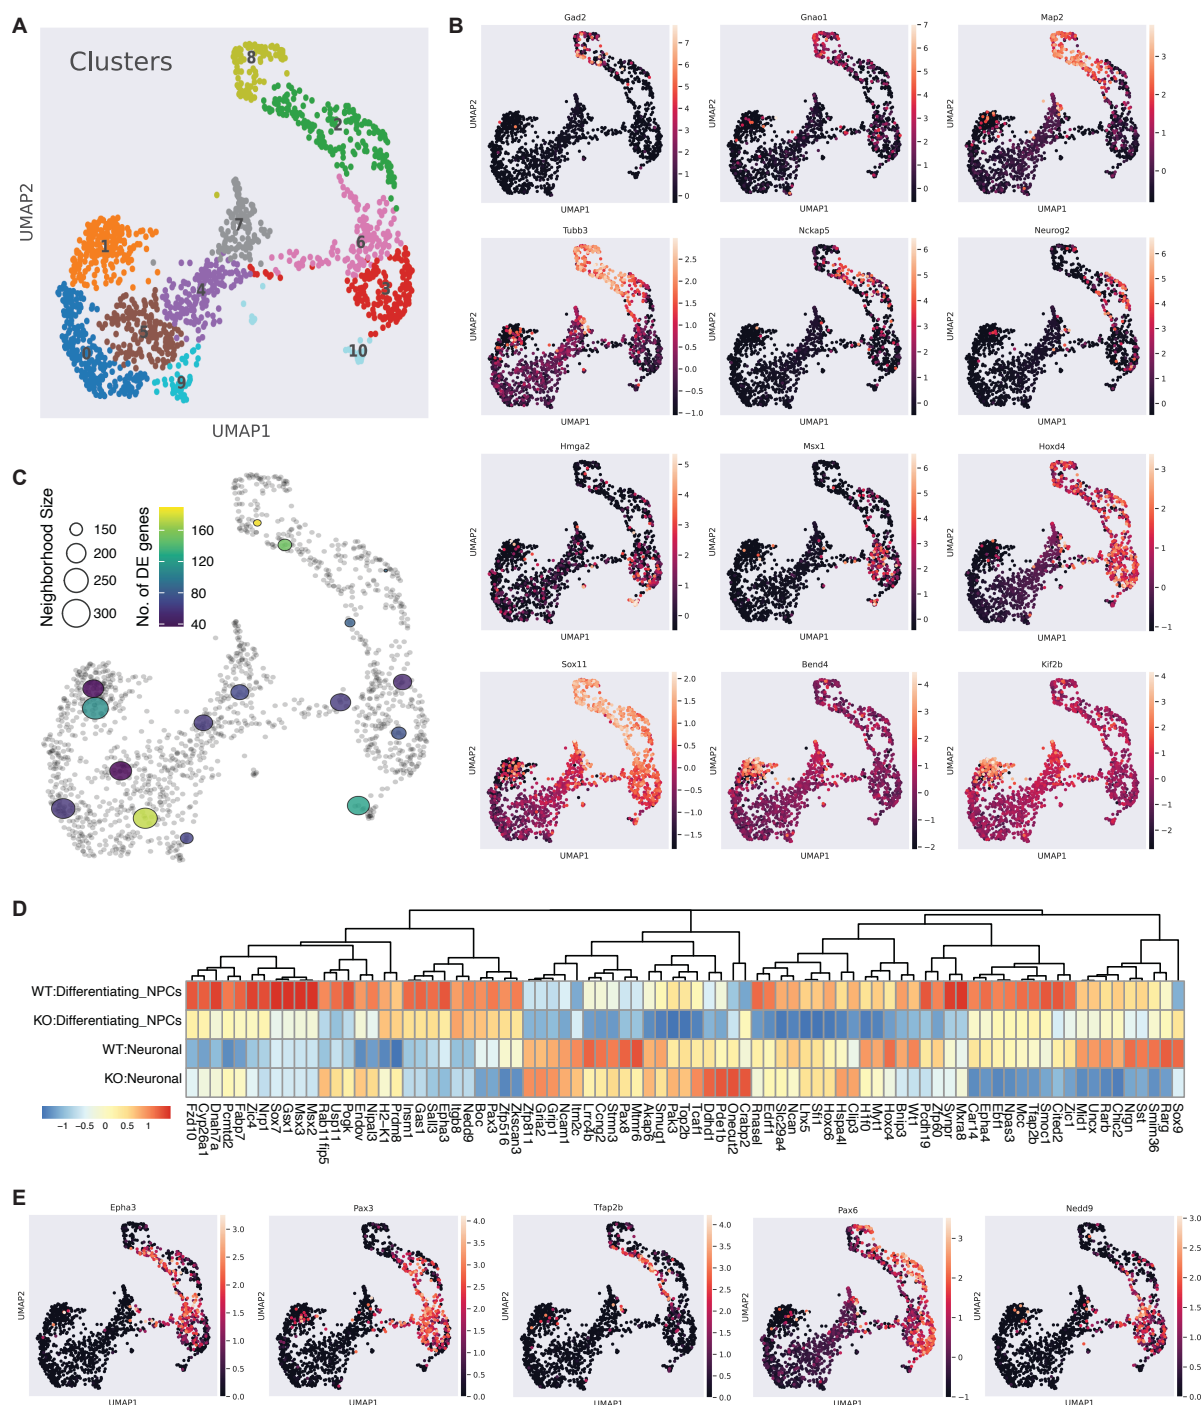

**Appendix Figure S8. (A)** UMAP projection and unsupervised clustering of cells based on single-cell RNA seq. **(B)** Examples of marker genes with specific expression in the individual clusters. **(C)** Unsupervised local neighborhood-based differential gene expression analysis from transcriptionally similar cells identifies 16 separate clusters. Shown are the neighborhood size and the number of differentially expressed genes per cluster over the UMAP projection. **(D)** Heatmap indicating 88 genes with differential gene expression between wild type and *Setd2*-KO cells in the differentiating NPC and neuronal annotations. **(E)**

Examples of differentially expressed genes between wild type and *Setd2*-KO NPC and neuronal cells.

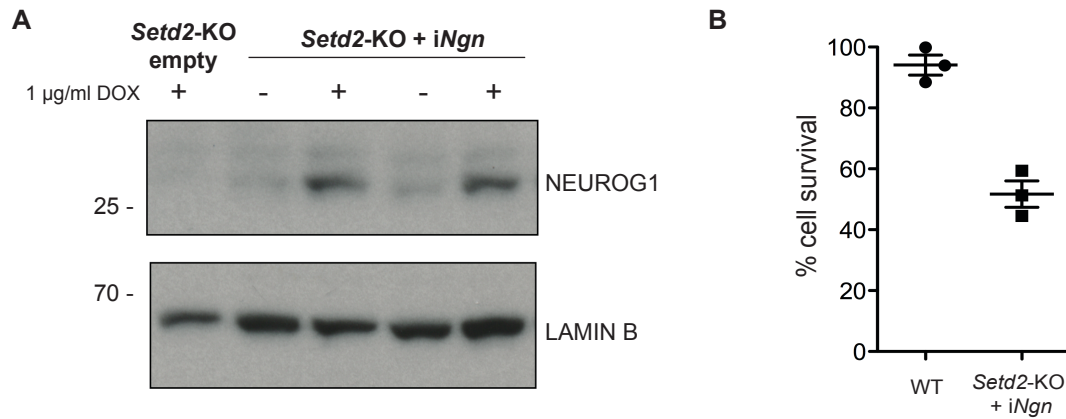

**Appendix Figure S9. (A)** Immunoblot analysis for Neurogenin 1 (NEUROG1) in two Tet-inducible *neurogenin2-2A-neurogenin1* (iNgn) ESC-derived neurons in comparison to the parental *Setd2*-KO cell line. LAMIN B1 serves as loading control. Cells were treated either without or always with 1  $\mu$ g/ml doxycycline (DOX) during *in vitro* differentiation. **(B)** Shown are percentages of survival at d14 of three independent differentiation rounds.

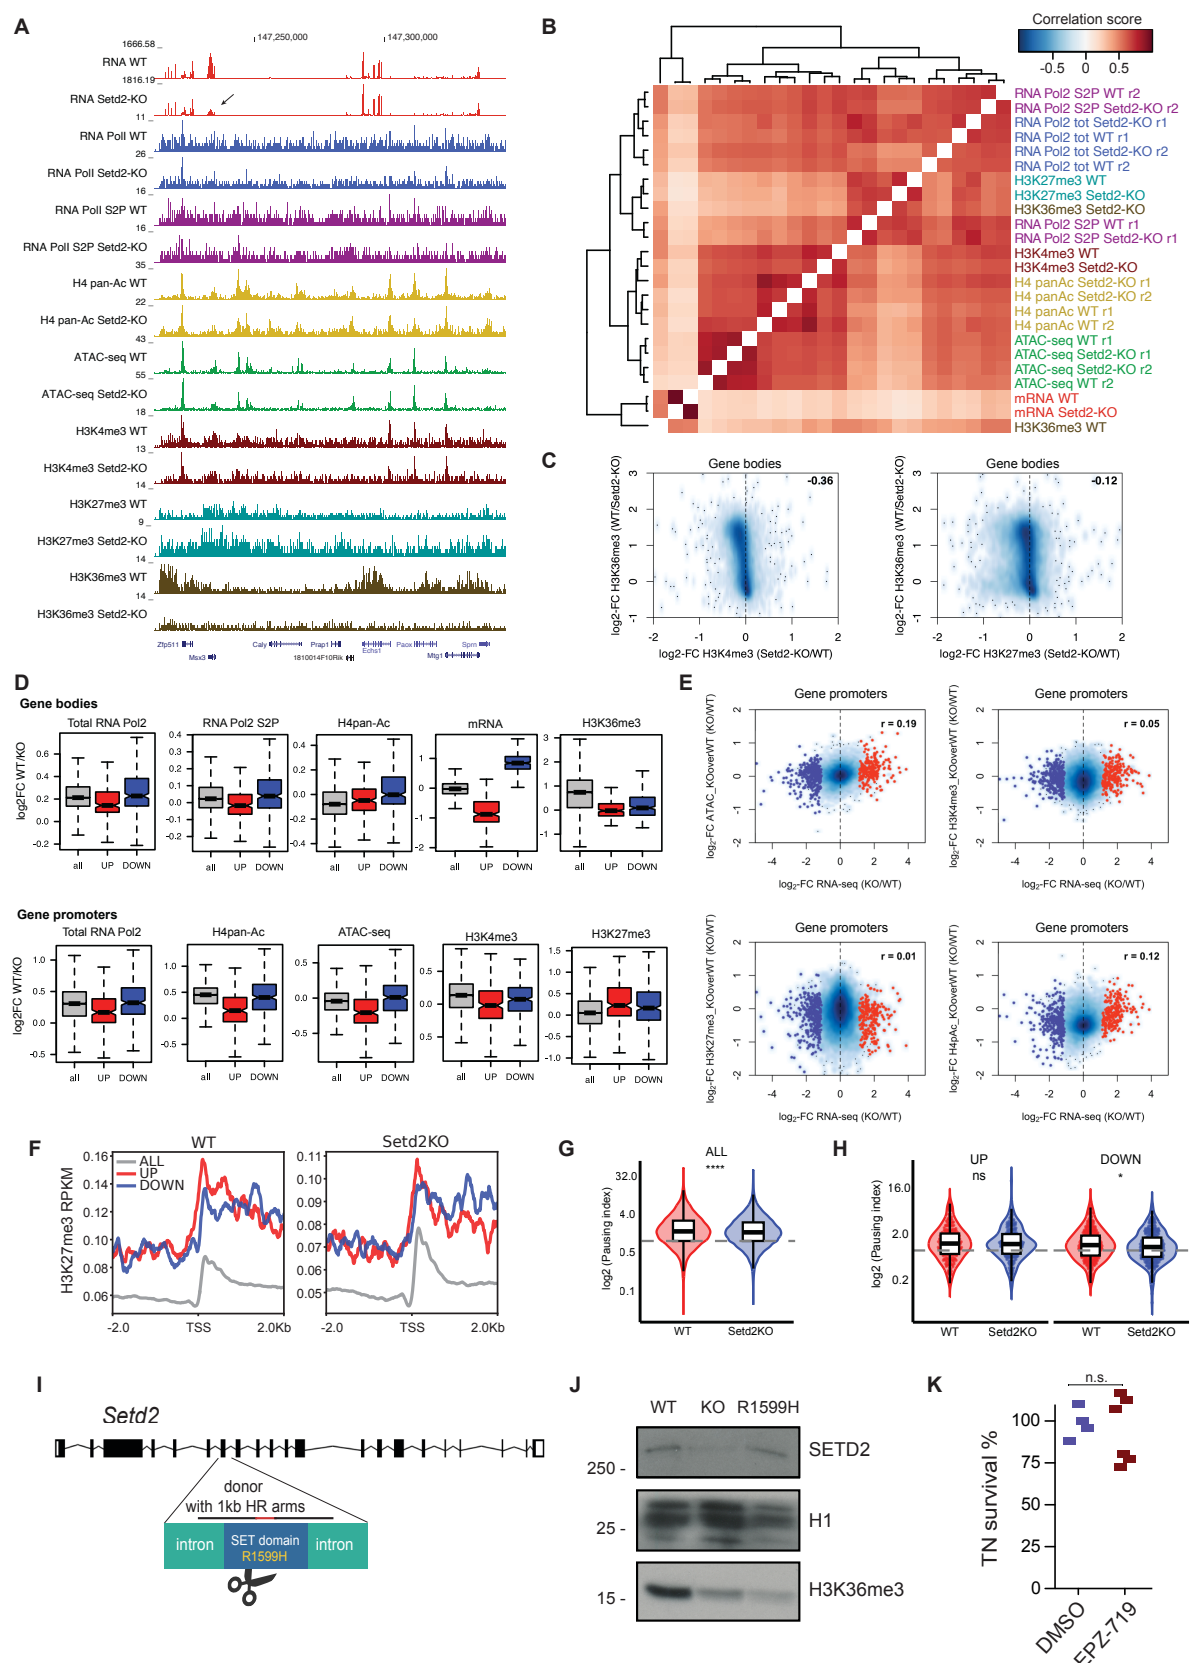

**Appendix Figure S10. (A)** Representative genome browser view exemplifying ChIP-seq signals of various chromatin marks and ATAC-seq signal between wild-type and *Setd2*-KO NPCs. Shown are read counts per 100 bp for ChIP-seq samples. Arrow indicates downregulation of

the neuronal homeodomain transcription factor *Msx3*. **(B)** Clustered heatmap presenting correlation scores between various ChIP- and ATAC-seq levels wild-type and *Setd2*-KO NPCs (in replicates). Datapoints are 1kb-sized genomic intervals covering the entire genome. **(C)** Scatterplots comparing the measured H3K4me3 and H3K27me3 changes in *Setd2*-KO over WT NPCs with H3K36me3 levels at gene bodies measured in WT cells. Pearson's correlation coefficient is shown. **(D)** Boxplots indicating the differences in various chromatin marks as function of gene expression differences between wild-type and *Setd2*-KO NPCs at gene bodies (top) and promoters (bottom). **(E)** Scatterplot showing changes in gene expression measured in *Setd2*-KO over WT NPCs and their relation to histone modification and chromatin accessibility changes at their gene promoters in *Setd2*-KO over WT NPCs. Pearson's correlation coefficient is shown. Red and blue dots denote significantly up and down-regulated genes in *Setd2*-KO NPC, respectively. **(F)** Metaprofile plots of H3K27me3 ChIP-seq data obtained from wild type and *Setd2*-KO NPCs at genes up- and down-regulated in absence of SETD2 in red and blue, respectively. Grey line shows H3K27me3 levels at all genes, independent of their transcriptional change. **(G-H)** Violin-box plots showing pausing index calculated as promoter / genebody signal ratio based on RNA Pol II ChIP-seq data from NPCs for (G) all genes and (H) for up- and downregulated genes in *Setd2*-KO versus wild-type NPCs. Boxplots indicate the median and interquartile range. Whiskers extend to 1.5x IQR. Differences between groups were tested using Wilcoxon rank-sum test (\* $p < 0.05$ ; \*\*\*\*  $p < 0.0001$ ; ns, not significant). **(I)** Schematic overview for the generation of an mESC line harboring an endogenous mutation at the catalytic SET domain of *Setd2* leading to an amino acid change from arginine to histidine at position 1599 (R1599H). **(J)** Western blot indicating a reduction in H3K36me3 in presence of the *Setd2* R1599H mutation. Histone H1 serves as loading control. Note that the antibody used to detect H3K36me3 has a residual affinity for H3K36me2. **(K)** Survival of wild type neuronal cells after continuous treatment with either DMSO or the SETD2 inhibitor EPZ-719 (1 $\mu$ M) during the entire differentiation process.

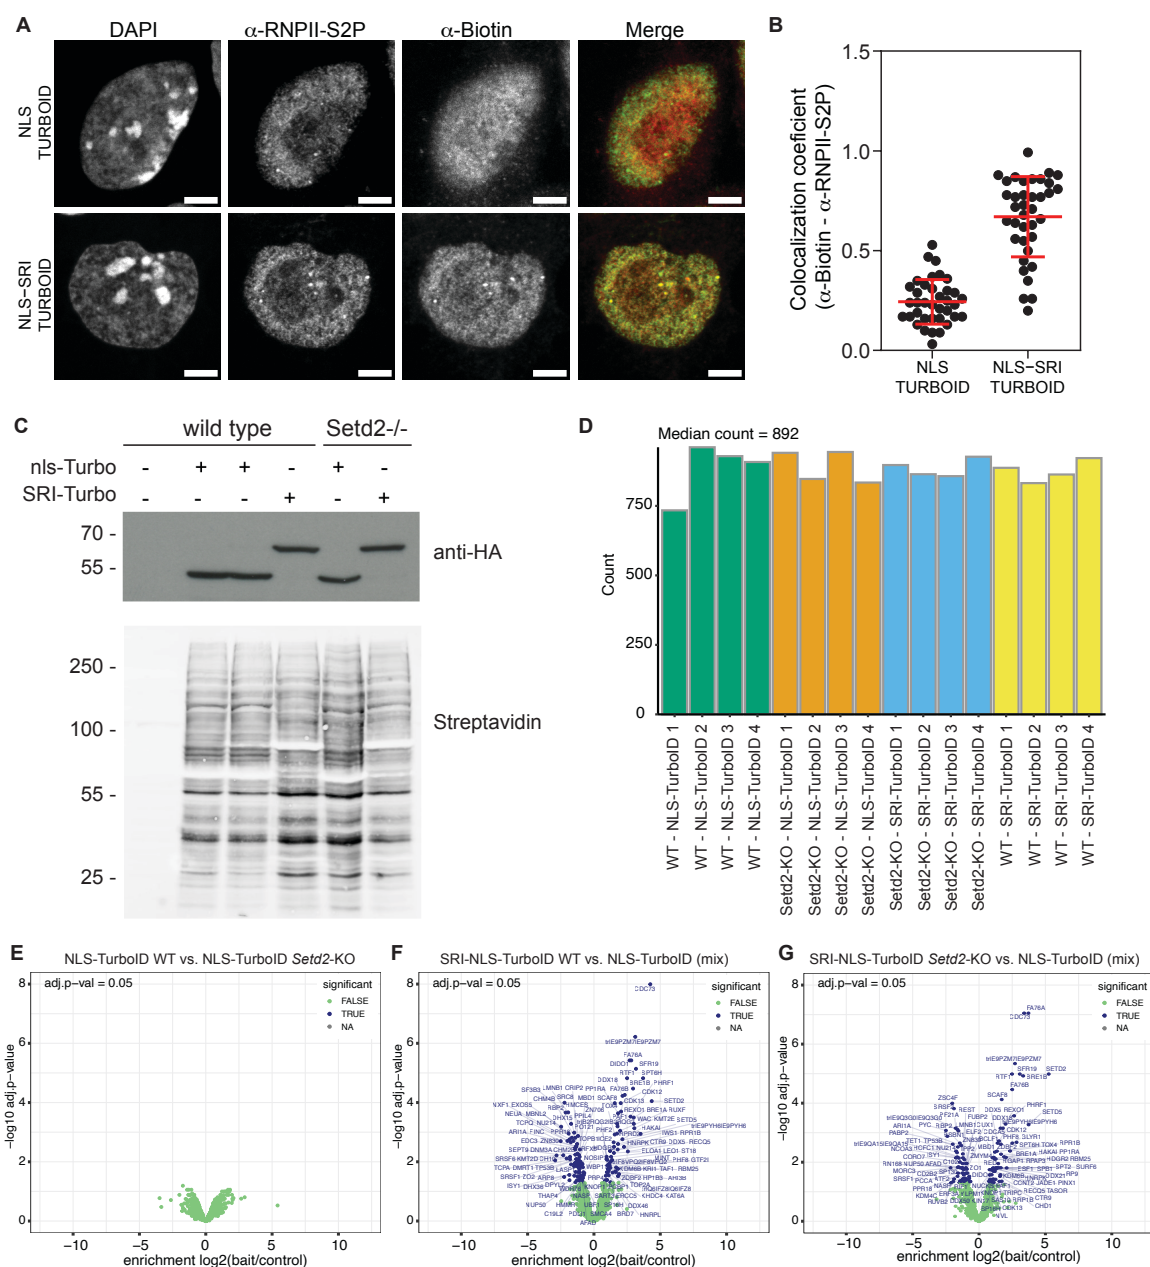

**Appendix Figure S11. (A)** Representative immunofluorescence images of fixed mESCs pre incubated with Biotin for 1h. Cells were co-stained with anti-Biotin and anti RNAPII-S2P. Nuclei were visualized with DAPI. Merged cells stained with anti-Biotin (red) and anti RNAPII-S2P (green) are shown. Scale bar = 5  $\mu$ m. **(B)** Mander's correlation coefficient showing the colocalization of Biotin with RNAP2-S2P. Bars represent mean  $\pm$ SD of 37 nuclei. Experiment was repeated two times. **(C)** Western blot analysis shows HA-tagged SRI-TurboID and NLS-TurboID protein expression in wild type and *Setd2*-KO cells (top). Increased protein biotinylation upon presence of TurboID proteins is indicated by Streptavidin detection of biotinylated proteins (bottom). **(D)** Number of individual proteins detected in four replicates

after proximity biotinylation in the respective cell lines and detection via mass spectrometry. **(E)** Volcano plot showing results comparing the nuclear TurboID controls between WT and *Setd2*-KO NPCs. **(F-G)** ChromID results showing enriched proteins using SRI-TurboID over the pooled NLS-TurboID samples in wild type (F) and *Setd2*-KO NPC cells (G). Statistically enriched proteins are indicated (FDR-corrected two-tailed *t*-test: FDR = 0.01,  $s0 = 0.1$ ,  $\log_2 FC > 0$ ,  $n = 4$  independent replicates).

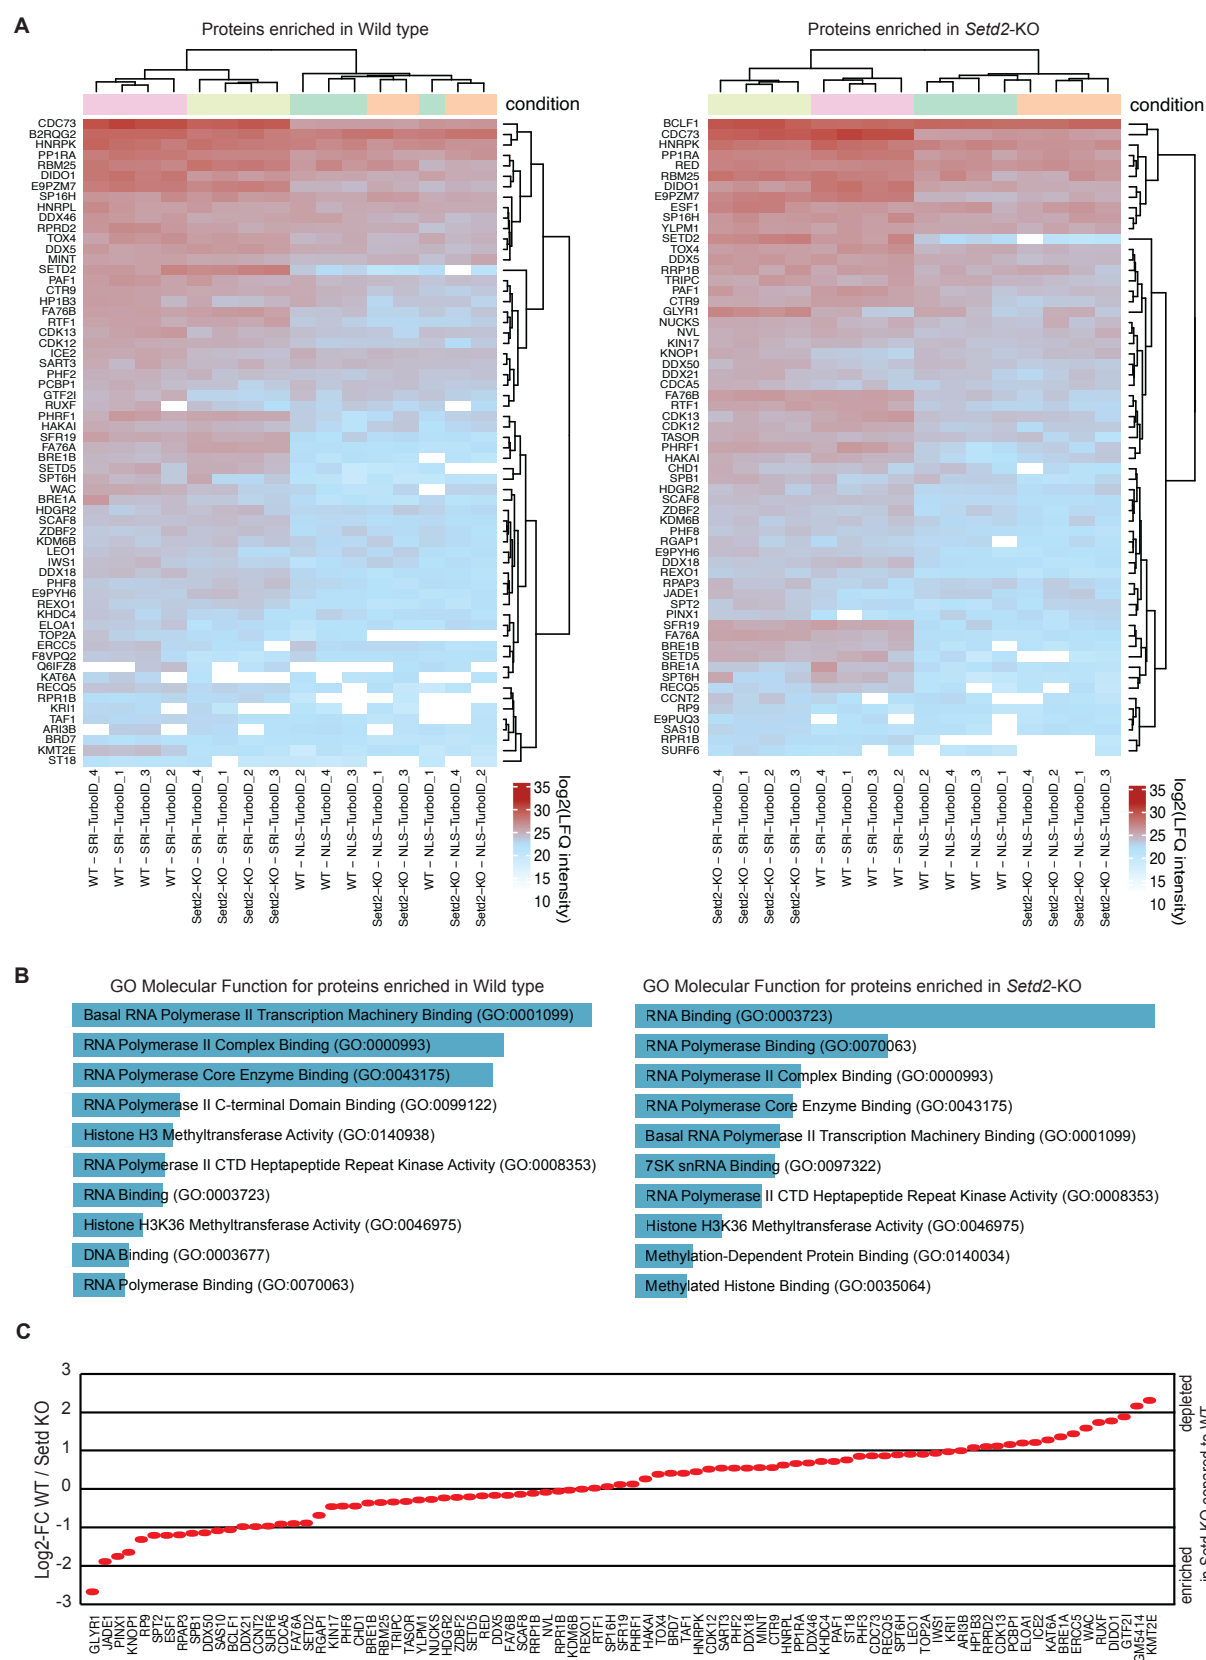

**Appendix Figure S12. (A)** Heat-map representation of proteins significantly enriched in wild type or *Setd2*-KO NPCs over the pooled NLS-Turboid sample. Shown are the log<sub>2</sub>-transformed

LFQ intensities obtained from all samples and replicates. **(B)** Bar plots representing the top ten Molecular Function GO terms summarizing the proteins enriched by the SRI-TurboID in wild type and *Setd2*-KO NPCs. Data was generated using the Enrichr database. **(C)** Direct fold change comparison between WT and *Setd2*-KO cells indicates proteins that show enriched or reduced interactions with elongating RNA Pol II in absence of SETD2. Log2-FC was calculated by subtracting the log2FC enrichments in *Setd2*-KO over pooled NLS-TurboID samples from log2FC enrichments in *WT* over pooled NLS-TurboID. Only proteins that were significantly enriched in wild type and/or *Setd2*-KO cells are shown.

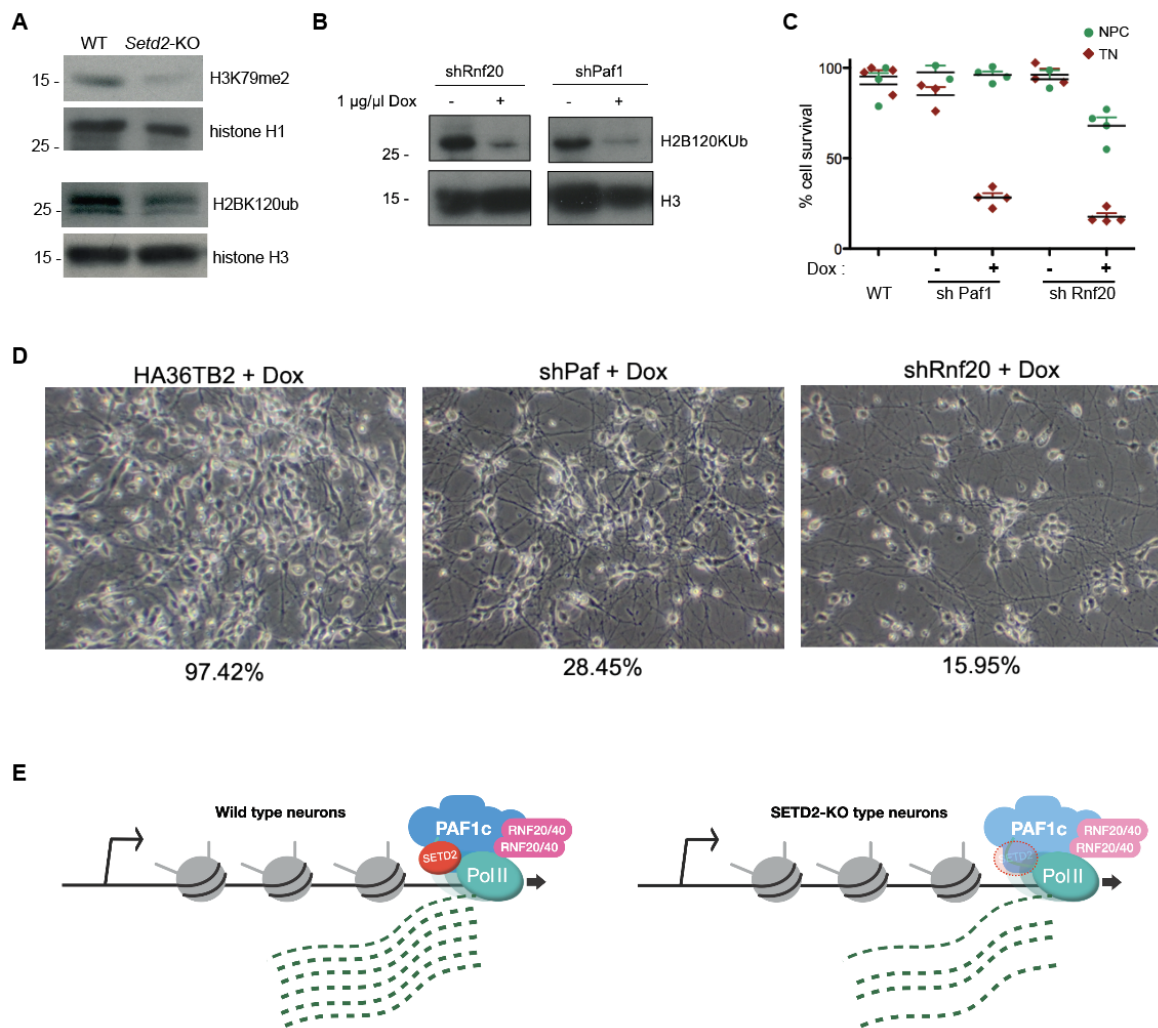

**Appendix Figure S13. (A)** Immunoblot analysis indicates reduced H3K79me2 and H2BK120Ub levels in *Setd2*-KO NPCs. Histones H1 and H3 served as loading controls. **(B)** Western blot showing reduced H2BK120ub upon Tet-induced expression of sh-RNAs against Rnf20 or Paf1. Histone H3 serves as loading control. **(C)** Cell survival assay using live-dead stain indicated reduced TN survival upon sh-mediated knock-down of Paf1 or Rnf20. Depicted are percentages for survival obtained from four independent replicates at NPC and TN stage. Bars and whiskers indicate means and SD. **(D)** Microscopy images of *in vitro*-derived neurons at day d14 showing the effect of Tet-inducible shRNA against *Paf1* or *Rnf20* on neuronal differentiation. Shown are average percentages of survival after dissociation (plated/attached) of three independent experiments; 100x magnification. Cells were treated with 1  $\mu$ g/ml doxycycline (DOX) from the start of the differentiation. **(E)** Schematic model summarizing SETD2's catalytically independent role in shaping transcription from neural genes through contributing to interactions between the PAF complex and elongating RNA P2.

How the deposited data were processed for this re-analysis (not part of the article)

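PolyA RNA of 3 wild-type and 3 Setd2-KO NPC samples of mouse at day 8 of differentiation was measured. The authors made strand-specific libraries, sequenced them and compared the genotypes with edgeR. The values of the authors' deposited table are log2 fold changes, the average log2 CPM over the 6 libraries, and the p-value and FDR of a test (glmTreat) against an absolute log2 fold change of 1. The submitters' processing notes name Trim Galore, STAR and edgeR and the builds NCBIM37 and mm9, with no role or order, whereas the paper's methods name GRCm39, GENCODE M35 and Salmon within the nf-core/rnaseq pipeline. The deposited values thus already include trimming, alignment, counting, the filter on low counts and the normalization by the authors, none of which could be repeated here. No counts or values per library were used here, so the depth of each library is unknown, and no SD, paired fit, left-out library or other split of the libraries could be computed. How many reads lie behind a gene is shown only by its average log2 CPM, and fold changes of genes with a low value are the least precise.

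The sign of the deposited log2 fold changes was turned to Setd2-KO over wild type, after comparison with Dataset EV1. The Benjamini-Hochberg adjustment was recomputed over all 15095 genes and gave the deposited FDR. A gene was called downregulated or upregulated at an FDR under 0.05. Gene IDs were matched without their version to GENCODE vM39 on GRCm39, where 15066 were found and 29 were not, and 603 symbols differed. The reference supplied positions, spans, exons and canonical transcription start sites; positions of the authors' build were not used here, and no coordinates were converted.

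Before the data were examined, 36 lists with 1240 entries were written by hand for neural, other lineage, germline, cell cycle, metabolic and chromatin genes, of which 1115 entries were found in the table, 5 of them through a RefSeq synonym. The genes at the top of each sheet of Dataset EV1 had been seen when these lists and the rule for named genes were written. The rule named Setd2 and the genes that the paper names for the RNA-seq or as markers, the 8 genes with the largest change and the 4 with the highest average log2 CPM in each direction (past the threshold, with an average log2 CPM of at least 0 and without predicted names), up to 4 called members of each list with the lowest p, or up to 3 members with the highest average log2 CPM where none was called, and genes needed for a check of RNA quality or of another cell type. Rest, Sox2, E2f1, Myc and Max, the neighbours of Ncan and Msx3, the genes with a REST motif, and the genes named for lying in the shifted regions were named beyond this rule. So were Shh, Nkx2-2 and Hhip, the Y-linked genes, the genes whose sign differs from Dataset EV1 and the genes that bound a segment.

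Each list was tested by Fisher's exact test (two-sided) for its downregulated and for its upregulated members against all other genes, with adjustment over 72 tests, and by cameraPR of limma 3.58.1 in R 4.3.3 on the ranks of the log2 fold changes, with a preset correlation of 0.01. Chromosomes were compared by rank-sum tests over genes with an average log2 CPM of at least 0, and 95% intervals of medians came from 2000 bootstrap draws of genes, which are not independent replicates. Segments of at least 15 genes were sought along each chromosome, with a threshold from 100 shuffles of the gene order. Of 23 segments past it, those of chromosome 3 over 10 Mb with a difference of at least 0.3 were treated as shifted together with chromosome 19, a choice made after the values were seen. A segment of chromosome 13 from Hist1h2ai to Eef1e1 (75 genes, difference 0.30) met the same bounds and was not treated as shifted. Gene lengths were compared by two-sided tests with 100000 permutations. Promoter motifs were counted with Fisher's exact test and with permutations within 10 bins of GC content. The motif search was added after the table had been read, with the consensus sequences fixed before the shares were computed. Alternatives to the FDR threshold, adjustment, expression filter, biotype, list background, preset correlation and length measure were computed for each result they concern. Scripts used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0.

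The steps were tested on simulated data. With no shift added to 13190 genes, 0 chromosomes and 0 segments were found. With a shift of -0.4 added, a chromosome was found with a difference of -0.40, and 96% of a planted segment of 250 genes was recovered. The search then returned 3 segments for 2 planted shifts: the extra segment, on chromosome 9, held 115 genes with a median of 0.19 and had no shift added, so that segments with small differences are uncertain. Over 15095 genes, cameraPR found 10 of 10 planted lists and Fisher's exact test 7, with 0 of 26 other lists found by either. The length test passed in 0 of 20 simulations without a difference and in 15 of 20 with a difference in log2 length of 0.5. Alternative splicing, single-cell, ChIP-seq, ATAC-seq and proteomic data of the paper were not analysed here. The value of 1 gene that the rule named is not reported here.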

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

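The comparison of chromosome 19 with genes of the same GC content, the one without called and neuronal genes, the one along its length, and the comparison of the other chromosomes were chosen after the shift had been seen. Genes of chromosome 19 were lower in the Setd2-KO NPCs in the authors' deposited table, a signal that the paper does not report: the median difference from genes outside the shifted regions was -0.39, with a 95% interval from -0.44 to -0.36. Against genes of other autosomes in surroundings of the same GC content the difference was -0.39, and without called genes and members of the neuronal lists it was -0.38 over 420 genes, which argues against regional GC content and against a few strongly changed genes as the whole cause. A copy-number difference of chromosome 19 between the cell lines is a candidate explanation, since the difference of the chromosome from all other genes (-0.39) passed the bound of 0.3 set before the data were examined, but neither the line that carries it nor the share of cells can be read from a ratio, and no biological explanation was tested. Whether it would cover the whole chromosome stays open: 100 consecutive genes between positions 10848021 and 37689984 (GRCm39) had a median of -0.16 against -0.45 for the other genes of the chromosome, a difference of 0.288 that 1 of 17 other autosomes without chromosome 3 reached (their median was 0.192). Of 548 called genes on chromosomes 1 to 19 and X, 491 lie outside chromosome 19 and the chromosome 3 segments, and no chromosome other than 19 and 3 differed by more than 0.0743, which argues against copy-number changes of other whole chromosomes behind them, while effects of chromosome 19 on genes elsewhere were not tested.

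In the segment of chromosome 3 from S100a13 to Rap1gds1 the median difference was -0.43, and in that from Pdlim5 to Wls it was 0.38 in the authors' deposited table, which also stood apart from the genes around them.

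Xist (5.24) and Tsix (3.11) were higher in the authors' deposited table, and the paper does not discuss them. Inactivation of an X chromosome in part of the Setd2-KO cells would lower the other X-linked genes, but their median minus that of autosomal genes was 0.0714, with a 95% interval from 0.02 to 0.11, which argues against it as a change of many cells. The number of cells with Xist RNA and the strand behind these reads stay open, and may be seen only in data per cell or per strand.

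The Y-linked genes Eif2s3y (-2.31) and Uty (-1.77) were lower in the authors' deposited table, whereas Ddx3y had a log2 fold change of 0.02.

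In the list of the ventral neural tube and the Sonic hedgehog response, which the paper does not discuss for these libraries, 7 of 22 genes were upregulated in the authors' deposited table.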

How the results depend on the processing

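The settings without chromosome 19 and the chromosome 3 segments, the longest transcript and the motif test within GC bins were chosen after seeing the data. At an unadjusted p under 0.05 with an absolute log2 fold change over 1, 518 genes were lower and 384 higher in the authors' deposited table, which is more than 1.5 times the counts of 319 and 232 because no adjustment was made. Under the other settings 236 to 319 genes were lower and 173 to 232 higher. Downregulated genes had longer exons in total (difference 0.56) and longer longest transcripts (0.35) than upregulated genes. Both differences passed the test (permutation p = 1e-05 for both, the smallest possible), while that of the spans did not. Of possible causes only expression was looked at: within bins of average log2 CPM, 0.772 of the exon and 0.522 of the transcript difference was kept. For spans the difference was 0.38 in protein-coding genes (permutation p = 0.092), 0.25 within expression bins, 0.28 at an FDR under 0.01 and 0.30 without the shifted regions. The count of list calls was 14 (13 to 21 in the alternatives). The 14 include the X inactivation centre and the downregulated factors of Appendix Fig. S7F, neither of which is independent evidence. The genes at the top of each sheet of Dataset EV1 had been seen when all lists were written. The other calls are therefore not fully independent of the data either. The count of list shifts was 21 (18 to 25), where a preset correlation of 0.05 ended those of the dorsal (adjusted p = 0.10), forebrain (0.12) and epithelial (0.0999) lists. The chromosome 19 difference stayed between -0.39 and -0.38. With an average log2 CPM of at least 0, the trophoblast list lost its call for downregulated members (0 of 8) and gained one for upregulated members (2 of 8, adjusted p = 0.031). At an FDR under 0.01 the calls for downregulated trophoblast genes (2 of 14, adjusted p = 0.097) and upregulated forebrain factors (2 of 22, adjusted p = 0.11) were lost, and with log2 fold changes in place of ranks the shift of the epithelial list (adjusted p = 0.41). No other list lost a call. Calls gained with an average log2 CPM of at least 0 were those of downregulated dorsal genes (adjusted p = 0.048), of upregulated glial genes (0.045) and of the upregulated factors of Appendix Fig. S7F (0.048), and the pluripotency list gained a shift (median 0.60, adjusted p = 3.3e-03). There the median of the endoderm list, whose upregulated members passed Fisher's exact test, turned from 0.27 to -0.06 (adjusted p = 0.90 from cameraPR), and that of the histone list from -0.25 to 0.30 (adjusted p = 0.10). The call for dorsal genes was also gained at an FDR under 0.01 (adjusted p = 0.045) and without the shifted regions (0.038), as was that for upregulated factors of Appendix Fig. S7F without these regions (0.038). The unadjusted p added calls for downregulated dorsal (adjusted p = 0.034), pluripotency (0.044) and Fig. 3C (0.023) genes and for upregulated trophoblast (0.022), epithelial (2.4e-04), imprinted (0.044) and Appendix Fig. S7F (0.011) genes. Log2 fold changes in place of ranks added shifts of the endoderm (adjusted p = 3.4e-03), trophoblast (8.1e-06), glial (0.015) and Appendix Fig. S7F (0.024) lists, and of the X inactivation centre, which was listed after Xist had been seen in Dataset EV1. Of 99 called genes among 132 named, 6 were lost at an FDR under 0.01 and 9 under Benjamini-Yekutieli. No paired analysis was possible because the table holds no values per library; DESeq2, no count filter, glmQLFTest, left-out replicates and other splits of the libraries could not be run for the same reason.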

Differences from the paper's values

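The value for the longest transcript, the motif counts and the test within GC bins were chosen after the data were examined. The paper's text gives 325 downregulated and 241 upregulated genes, and its Dataset EV1 lists 333 and 245, against 319 and 232 in the authors' deposited table, which are within 1.5 times of each other. Of the 578 genes of Dataset EV1, 523 are in the authors' deposited table, 494 of them called in both. For 5 genes the signs differed between the paper's Dataset EV1 and the authors' deposited table. The paper's log2 fold change is -7.07 for Hist1h4m, against 0.20 in the authors' deposited table. For Rtl8c the paper's value is -2.08, against 0.052 in the authors' deposited table, and for Mfsd4b5 it is -1.30, against 0.92. For Hist1h2bq the paper's value is 7.12, against -0.25 in the authors' deposited table, and for Itgb6 it is 1.51, against -0.98. The average log2 CPM of these genes differed as well, with the paper's 2.93 against -1.19 in the authors' deposited table for Mfsd4b5, 2.97 against -1.06 for Itgb6, -0.86 against 2.74 for Rtl8c, -2.31 against -0.84 for Hist1h4m and -2.16 against 0.80 for Hist1h2bq. The paper's methods name GRCm39 and the submitters' processing notes mm9, so these need not be opposite changes of the same measured genes; the cause was not tested. The alternatives change only which genes are called, so none of them changes these log2 fold changes.

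The paper states that long genes and genes with long transcripts were more often downregulated (Appendix Fig. S6E,F). For the gene span, the difference in median log2 length between downregulated and upregulated genes was 0.25 (permutation test, p = 0.29). Among protein-coding genes it was 0.38 (permutation test, p = 0.092). The median of both groups (21.7 and 18.3 kb) lay under that of other genes (25.9 kb). Of the 10 classes of gene span, that of the longest spans held the most downregulated genes (50, against 21 upregulated). It also had the lowest median log2 fold change in the authors' deposited table (-0.10), which is the direction that the paper states. The counts did not follow the span from class to class, and the class next to the shortest held 45 downregulated and 29 upregulated genes. For total exon length (difference 0.56) and the longest transcript (difference 0.35, chosen after seeing the values), downregulated genes were longer than upregulated genes (permutation p = 1e-05 for both, the smallest possible). This is the direction that the paper states for long transcripts. The medians of downregulated genes still lay under those of other genes (5.63 against 6.13 kb and 4.10 against 4.28 kb), a difference that was not tested.

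The paper places E2F1 and MYC/MAX motifs in the promoters of upregulated genes and SOX2 motifs in those of downregulated genes (Fig. 2B), by a method that models expression from weighted motifs. By counts of consensus sequences, E2F was found in 6.90% of the upregulated promoters against 9.80% of the others, and MYC/MAX in 22.0% against 20.3%, neither of which passed the test. Only 0 of 45 listed E2F targets and 2 of 40 MYC targets and ribosome biogenesis genes were called upregulated. The counts therefore cannot decide whether genes that rose by less carry these motifs. As lists, 44 of the 45 (median 0.55) and 36 of the 40 (median 0.39) lay above 0 in the authors' deposited table. SOX2 was more frequent in downregulated promoters (41.8% against 34.6%, adjusted p = 0.017), as the paper states, but also in upregulated promoters (43.1%), and neither passed against promoters of the same GC content (adjusted p = 0.22). REST was more frequent in downregulated promoters in both tests, as the paper states.

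The paper shows 11 RNA-binding and splicing factors as changed in expression (Appendix Fig. S7F), of which 7 passed the test in the authors' deposited table. Nova2 (-1.08), Esrp1 (1.08), Rbm4b (-0.87) and Hnrnpu (0.17) did not. Nova2 passed when adjusted over the list alone, and both Nova2 and Esrp1 passed at an unadjusted p under 0.05 with an absolute log2 fold change over 1, a setting fixed before the data were examined.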

Other observations

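The tests of total exon length and of the longest transcript within expression bins and the comparison without the shifted regions were chosen after the result was seen. Of 22 genes of the ventral neural tube and the Sonic hedgehog response, 7 were upregulated in the authors' deposited table (9 when adjusted over the list alone; adjusted p = 4.7e-07 from Fisher's exact test), including Nkx2-9, Nkx2-1 and Nkx6-2 (2.22), and 15 did not pass. The list's median was 0.90, with 7 genes below 0 (adjusted p = 4.8e-03 from cameraPR). Without the shifted regions, 7 of 21 remained upregulated. Shh (1.49), Nkx2-2 (2.15) and Hhip (1.20), chosen after their values were seen, are given from the authors' deposited table. Of 24 genes of dorsal and intermediate patterning, 3 were downregulated and 1 was upregulated in the authors' deposited table (3 and 1 when adjusted over the list alone; adjusted p = 0.061 from Fisher's exact test, and 0.038 without the shifted regions): the homeobox genes Msx3 (-2.21), Pax3 (-1.84), Gsx1 (-2.39) and Dbx2 (1.81). Their median in the authors' deposited table was -0.37 (adjusted p = 0.021 from cameraPR, and 0.10 with a preset correlation of 0.05). Of 22 forebrain and placode factors, 3 were upregulated and 1 was downregulated in the authors' deposited table (4 and 1 when adjusted over the list alone; adjusted p = 0.023 for the upregulated ones, and 0.11 with 2 upregulated at an FDR under 0.01), namely Dlx5, Dlx6 (1.68), Foxd1 (1.29) and Emx2 (-1.43), which lies on chromosome 19. Their median in the authors' deposited table was 0.39 (adjusted p = 0.033 from cameraPR, and 0.12 with a preset correlation of 0.05). Of 29 Hox genes, Hoxc9 (1.75) rose in the authors' deposited table. The median of this list was -0.32 and its mean 0.06, with a test direction below the other genes that did not pass (adjusted p = 0.73). Of 21 genes of the retinoic acid response, Crabp1 (1.35) and Stra6 (1.20) rose and Cyp26b1 fell in the authors' deposited table (median 0.16, adjusted p = 0.21). The counts of the Hox and retinoic acid lists were the same when adjusted over the list alone.

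Clustered protocadherins, adhesion proteins that give neurons a surface identity, fell as a group. In the authors' deposited table 6 of 24 were downregulated (6 when adjusted over the list alone; adjusted p = 5.4e-05 from Fisher's exact test), such as Pcdha10 (-1.60), Pcdhb20 (-1.50), Pcdhb19 (-1.50) and Pcdhb22 (-1.41), and their median was -0.97 (adjusted p = 2.4e-09 from cameraPR). They lie side by side on chromosome 18 and share exons or near-identical sequence, so the values of single members are uncertain. The members named here lie in the short segment of chromosome 18 from Hars2 to Pcdhb22 (24 genes, median -0.97, 6 downregulated). That segment and this list are therefore not separate findings. Of 36 imprinted genes, Peg10 and Plagl1 (1.21) rose in the authors' deposited table (3 higher when adjusted over the list alone), with a median of 0.32 (adjusted p = 1.3e-03 from cameraPR). The 13 genes of the mitochondrial genome had a median of -0.66 in the authors' deposited table (adjusted p = 1.4e-04 from cameraPR), and 0 passed the authors' edgeR test or had an unadjusted p under 0.05. Examples from the authors' deposited table are ATP6 (-0.76), COX2 (-0.70) and COX1 (-0.32).

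Among other lineages, 3 of 14 trophoblast genes were downregulated in the authors' deposited table (4 when adjusted over the list alone; adjusted p = 0.017) and 2 upregulated, with Prl7b1 (-7.46), Tpbpa (-2.92), Gata3 (1.33) and Peg10 as examples and a median of -0.26 (adjusted p = 0.32 from cameraPR). The call for downregulated members was lost at an FDR under 0.01 (2 of 14, adjusted p = 0.097), and with an average log2 CPM of at least 0 there were 0 of 8 downregulated and 2 of 8 upregulated members (adjusted p = 0.031) in the authors' deposited table. The average log2 CPM of Prl7b1 in the authors' deposited table was -2.01. Of 16 epithelial genes, Upk1b and Krt14 (-3.35) fell and Cldn3 (1.52) and Cldn4 (1.33) rose in the authors' deposited table (median 0.77, adjusted p = 0.033 from cameraPR, 0.0999 with a preset correlation of 0.05 and 0.41 with log2 fold changes in place of ranks). For 27 pluripotency genes, 3 fell and 2 rose in the authors' deposited table, with Tdh (-1.37), Lefty2 (-1.81), Nr0b1 (1.82) and Utf1 (1.91) as examples and a median of 0.32 (adjusted p = 0.21, but a median of 0.60 with adjusted p = 3.3e-03 over 20 genes with an average log2 CPM of at least 0). For 15 genes of blood and endothelium the median was -0.66 in the authors' deposited table (adjusted p = 2.9e-03), with Vcam1 (-3.18), on the shifted part of chromosome 3, downregulated. For 22 neural crest genes Ngfr (-1.95) was downregulated in the authors' deposited table (median 0.07, adjusted p = 0.53), and for 14 genes of astrocytes and oligodendrocytes Nkx6-2 and Olig1 (2.07) were upregulated (median 0.20, adjusted p = 0.32). Of 24 p53 targets, Pmaip1 (1.43) rose in the authors' deposited table (median 0.24, adjusted p = 5.4e-03). In the lists of 39 replication-dependent histones (median -0.25, adjusted p = 0.61, but a median of 0.30 with adjusted p = 0.10 over 21 genes with an average log2 CPM of at least 0), 31 PAF1 complex and elongation factor genes (median -0.01, adjusted p = 0.91) and 18 genes of H3K36 methylation and its readers (median -0.11, adjusted p = 0.74), 0 genes passed the authors' edgeR test in the authors' deposited table, and 1 histone gene and 0 others had an unadjusted p under 0.05. Members with the highest average log2 CPM in the authors' deposited table were Hist1h2ai (0.88), Hist1h2ah (0.87) and Hist1h2ad (0.87) among histones, Ssrp1 (0.16), Supt5 (-0.14) and Supt16 (0.10) among elongation factors, and Morf4l1 (0.25), Psip1 (0.19) and Nsd2 (0.07) among H3K36 readers and writers. Of the 6 genes of the X inactivation centre, Xist and Tsix, which overlap, rose in the authors' deposited table, but Xist had been seen in Dataset EV1 when the list was written, so its tests are not given as evidence. When adjusted over the list alone, 1 neural crest gene and 3 epithelial genes were higher in the authors' deposited table, and the counts for pluripotency, blood, glia, p53 targets, histones, PAF1 complex, H3K36 methylation and the X inactivation centre were the same.

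Of 11 lineage markers that the paper measured by RT-qPCR in other samples (Fig. 3C), 2 were downregulated and 1 was upregulated in the authors' deposited table (3 and 1 when adjusted over the list alone), with a median of -0.17 (adjusted p = 0.74). The paper chose this list, so it is not independent evidence. Msx3, Pax3 and Crabp1 passed the test in the authors' deposited table, whereas Gata4 (-0.96), Pax6 (0.74), Neurog1 (-0.29), Foxd3 (-0.17), Pou5f1 (0.58), Nanog (-1.35, FDR 0.30), Fgf4 (0.55) and Sox17 (0.27) did not. Myt1 (-1.28) and Uncx, which the paper shows in single cells, and Epha3 (-1.29), which it names in its discussion, were downregulated in the authors' deposited table. Around Msx3, on chromosome 7 from 139626068 to 139629002 (GRCm39), the 11 other genes within 100 kb did not pass the test in the authors' deposited table.

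Longer transcripts give more reads and so more calls in both directions, so this alone does not predict longer downregulated than upregulated genes. Both groups also had a shorter median exon length (5.63 and 3.82 kb) than other genes (6.13 kb). Bins of average log2 CPM therefore cannot decide this cause, but they compare genes of similar expression. For total exon length, 0.772 of the difference between downregulated and upregulated genes was kept within these bins (difference 0.43, permutation p = 1e-05, the smallest possible). A different average log2 CPM of both groups thus did not account for the whole difference in this measure. For the longest transcript only 0.522 was kept (difference 0.19, permutation p = 0.011), so that how much of that difference comes from expression stays open. For the gene span 1.00 of the difference was kept, but since that difference did not pass its test (permutation p = 0.29), the test decides nothing for the span.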
